# Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens

**DOI:** 10.3390/ani9050221

**Published:** 2019-05-07

**Authors:** Micol Bertocchi, Federico Sirri, Orazio Palumbo, Diana Luise, Giuseppe Maiorano, Paolo Bosi, Paolo Trevisi

**Keywords:** broiler chicken, jejunum, cecum, transcriptome, microarray

## Abstract

**Simple Summary:**

Intestinal main functions and different gut tract peculiarities in poultry are known. However, a wider view at the molecular level in terms of functional genes may contribute to deepening knowledge on less considered biological aspects, with possible differentiation in gene expression and functionality between gut tracts. This experiment aimed to extend the exploration of chicken gut functional aspects by scouting differential gene expression in the jejunum and cecum, which may help in the detection of new interesting functions from a biological point of view. The work identified key aspects linked to gut biological processes that may be worthy of further investigations in experimental studies considering factors which may specifically address peculiarities of the different chicken gut tracts at the molecular level.

**Abstract:**

The study proposed an exploratory functional analysis on differential gene expression of the jejunum and of cecum in chickens. For this study, 150 Ross 308 male chickens were randomly allotted in six pens (25 birds/pen) and fed the same commercial diet. From 19 birds of 42 days of age, jejunum and cecum mucosae were collected for RNA extraction for transcriptome microarray analysis. Differentially expressed genes (DEGs) submitted to DAVID (Database for Annotation, Visualization, and Integrated Discovery) and Gene Set Enrichment Analysis (GSEA) software evidenced enriched gene clusters for biological functions differentiated in the tissues. DAVID analysis in the jejunum showed enriched annotations for cell membrane integral components, PPAR (peroxisome proliferator-activated receptor) signaling pathway, and peroxisome and lipid metabolism, and showed DEGs for gluconeogenesis, not previously reported in chicken jejunum. The cecum showed enriched annotations for disulfide bond category, cysteine and methionine metabolism, glycoprotein category, cell cycle, and extracellular matrix (ECM). GSEA analysis in the jejunum showed peroxisome and PPAR signaling pathway-related gene sets, as found with DAVID, and gene sets for immune regulation, tryptophan and histidine metabolism, and renin–angiotensin system, like in mammals. The cecum showed cell cycle and regulation processes, as well as ECM receptor interaction and focal adhesion-related gene sets. Typical intestinal functions specific for the gut site and interesting functional genes groups emerged, revealing tissue-related key aspects which future studies might take advantage of.

## 1. Introduction

Primary functional specificities of the small and large intestine, which are important for the proper activities of the gut, are considered well known and were explored for several decades. However, the modern molecular approaches can improve the knowledge about the presence and the relative expression of thousands of genes in tissues. Nevertheless, higher attention is given to a limited number of genes and protein products [1,2], due to their frequent presence in previous studies, although this choice of genes does not necessarily reflect their biological relevance. Furthermore, a more in-depth exploration of gut functional aspects may be interesting in order to provide hints for action (e.g., dietary strategies) to favor gut homeostasis [3], given the important role of the intestine in the development of possible metabolic diseases. A careful survey on differential gene expression may help scout new interesting functions and identify potential markers for testing various experimental factors.

For humans, the gene expression in different tissues is currently collected by some portals developed by medical projects, such as GTEX (gtexportal.org, The Broad Institute of MIT and Harvard, Cambridge, MA, USA) or BioGPS (biogps.org, The Scripps Research Institute, La Jolla, CA, USA); differential gene expression between different gut tracts was explored and discussed in mice (from the stomach to the colon [4]) and in pigs (among different gastric mucosae [5], and along the small intestine [6]), while a lack of such a survey was detected in chickens. In addition, the spatial differences in dominant bacteria along the gut, and particularly between the small and large intestine [7] suggest that these variations may affect the expression of genes in the different chicken gut segments. Furthermore, while in other species the cecum is not considered a key intestinal tract, in chicken, it has a key role for the digesta fermentation, and further information on its molecular functionality may be important.

The aim of the present research was, thus, to evidence the differential tissue gene expression of the jejunum and of the cecum of chickens at 42 days of age.

## 2. Materials and Methods

### 2.1. Animals and Sampling

The experiment design was approved by the Ethical Committee of the University of Bologna on 3 May 2017 (ID363/2017-PR).

A total of 150 Ross 308 male chicks were reared at the experimental facility of the University of Bologna within an environmentally controlled poultry house, and they were randomly allotted in six pens of 6 m^2^ each (25 birds/pen). All the chicks were vaccinated against coccidiosis, infectious bronchitis virus, Marek’s disease virus, and Newcastle and Gumboro disease. Stocking density was defined according to the European legislation in force (European Commission, 2007) to simulate the environmental conditions usually adopted in the intensive production system. Each pen was equipped with two circular pan feeders able to guarantee at least 2 cm of front space/bird and 10 nipples, while the floor was covered with chopped straw (2 kg/m^2^). According to the legislation in force (European Commission, 2007), birds received a 23-h light/1-h dark cycle with artificial light from zero to seven days and in the last three days before slaughter, whereas an 18-h light/6-h dark photoperiod was adopted in the remaining days.

All the birds received the same standard commercial diet composed of three feeding phases: starter (0–10 days), grower (11–25 days), and finisher (26–42 days) (Table S1, Supplementary Materials).

At slaughter age (day 42), 24 birds (four birds/replicate) were selected for body weight homogeneity. The jejunum and cecum mucosae were collected from selected birds by gently scraping tissues after rinsing in PBS (phosphate buffered saline) to remove residues of digesta. Mucosa samples were immediately frozen in liquid nitrogen and then stored at −80 °C.

### 2.2. RNA Analysis

Total RNA from each individual sample was extracted using a GeneJET RNA Purification Kit (Thermo Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. RNA quantity and quality were evaluated using a Nanodrop ND 1000 spectrophotometer (Nanodrop Technologies Inc., Wilmington, DE, USA) and agarose gel electrophoresis, respectively. The RNA integrity was evaluated through an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Samples out of five subjects were discarded since RNA integrity was compromised in one of the two tissues. Thus, the whole-transcriptome microarray analysis was then performed individually on a total of 38 samples considering both tissues (i.e., 19 subjects per tissue), using an Affimetrix© GeneChip Chicken Gene 1.0 ST Array, and hybridized arrays were scanned on an Affimetrix© GeneChip Scanner 3000 7G System (Affymetrix, Santa Clara, CA, USA).

### 2.3. Data and Statistical Analysis

Data analysis was carried out on the CEL files using the Transcriptomic Analysis Console (TAC) Affymetrix© software (4.0.1.36). Transcripts were considered as differentially expressed transcripts (DETs) when showing a ≥2-fold change ratio (FCR) and a false discovery rate (FDR) <0.05 between tissues. Volcano plots and hierarchical clustering of DETs were obtained by TAC (Figure 1). Transcripts were annotated primarily based on TAC and then using the gene annotation available for *Gallus gallus* (release 85) in Ensembl (www.ensembl.org) [8], based on sequences of Affymetrix probes. Excluding non-protein-coding RNAs, 12,397 genes were recognized. Those genes that were also in the list of DETs were defined as differentially expressed genes (DEGs). The lists of DEGs for the cecum and for the jejunum were submitted to DAVID (Database for Annotation, Visualization, and Integrated Discovery) [9] for functional annotation clustering, and summarization options used were in general Functional_Categories, Gene_Ontology, Pathways, and Protein_Domains. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapper was used to visualize the pathways more significantly enriched [10].

Gene set analysis was carried out using the Gene Set Enrichment Analysis (GSEA) software based on the C2.CP:KEGG, C5.BP, and C5.MP gene set collections (MSigDB, Broad institute, Cambridge, MA, USA). Normalized enriched score (NES) was calculated for each gene set. Gene sets were considered significantly enriched with false discovery rate (q-value) ≤0.05 and *p*-values of NES <0.05. Transcript data were submitted to the National Center for Biotechnology Information’s Gene Expression Omnibus (NCBI GEO, Bethesda, MD, USA) with the GEO accession number GSE124066. Furthermore, to visualize differences between the jejunum and cecum, the Enrichment Map (http://baderlab.org/Software/EnrichmentMap20) plugin for Cytoscape 3.2.1 (http://www.cytoscape.org) was used to evidence the links between gene sets, considering a node cut-off FDR q-value of 0.10. The nodes were joined if the overlap coefficient was ≥0.4.

## 3. Results

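The mucosa of jejunum and cecum from 19 broilers aged 42 days (6 weeks in the sample labels) was studied on 38 chicken whole-transcript arrays, 1 per bird and tissue. The values used here are the signals that the authors deposited, on a log2 scale with 2 decimals, for 18308 probe sets. The paper's methods name the Transcriptome Analysis Console for the analysis of the array scans, while the background correction, normalization and summarization are not given in the sources used here. The median signal of an array lay between 5.57 and 5.75 (median of the arrays 5.67), and single signals lay between 0.85 and 13.8. A single gene symbol could be given to 12300 probe sets, several symbols to 256 and none to 5752. A gene with several probe sets is represented by the one with the highest mean over all arrays. The tissues were compared for every probe set with limma (linear model with moderated variances, tissue as the only term), and p was adjusted by the Benjamini-Hochberg method over all probe sets. As in the paper's methods, a transcript was a DET at an FCR of at least 2 with an adjusted p under 0.05, and FCR here is the ratio of the tissues after averaging the log2 signals. A set of 50 gene lists (pathways, functions, cell types and RNA quality) was written from textbook knowledge before the data were examined. The paper's tables had been read by then, so the lists are not blind to its results and are no independent evidence of a direction. They were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the 50 lists, and the number of DETs in each list was the same when adjusted over the list alone. The precision of every value is limited by the number of arrays.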

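Of the DETs found here, 673 were more expressed in the jejunum and 663 in the cecum, and these include 456 and 495 different protein-coding genes. Differences towards the jejunum were larger: 209 of its DETs had an FCR of at least 4, 67 of at least 16 and 10 of at least 64, while 101, 8 and 3 DETs of the cecum reached these values. Nutrient transporters, which carry amino acids, peptides, sugars and vitamins into the enterocyte, were on the jejunal side, with 15 of 24 measured members higher in the jejunum (adjusted p = 4.7e-12 from camera and adjusted p = 0.00546 with an estimated correlation). The single member higher in the cecum was *SLC51A*, a subunit of the basolateral bile acid carrier. *HOX* genes, which encode position along the body axis, were on the cecal side with 8 of 21 members (adjusted p = 4.5e-05 from camera and adjusted p = 0.108 with an estimated correlation). Among them were *HOXA11* (FCR 8.23, adjusted p = 4.5e-21), *HOXD8* (FCR 5.82, adjusted p = 6.1e-24) and *HOXD4* (FCR 4.70, adjusted p = 1.1e-19), each higher in the cecum of 19 of 19 birds, whereas *HOXC8* was higher in the jejunum (FCR 2.16, 18 of 19 birds). At any FCR, 3688 transcripts were higher in the jejunum and 4592 in the cecum at an adjusted p under 0.05 from limma. In every one of the 19 birds the direction held for 507 of the jejunal and 423 of the cecal DETs. The first principal component held 50% of the variance and parted all jejunal from all cecal arrays. Against a null difference of 2-fold (limma's TREAT) 361 and 276 of these transcripts remained, and with the bird as a block in the model 674 and 663 DETs were found. The SE and adjusted p given for single genes are from limma without the bird, which ignores the pairing of tissues. With the bird as a block, the adjusted p from limma was 1.9e-16 instead of 4.2e-24 for *APOB*, and 3.8e-19 instead of 4.7e-29 for *ENPEP*.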

In total, 671 and 681 DETs were found in the jejunum and cecum; of them, 524 and 608 were defined as DEGs.

The lists of the first 20 DETs in the jejunum and cecum, ranked by FCR, are presented in Table 1 and Table 2, respectively, while the full lists for DETs are reported in Tables S2 and S3 (Supplementary Materials). 

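Digestive hydrolases and absorptive transporters were among the jejunal DETs with the highest FCR. The brush border enzymes meprin A subunit alpha (*MEP1A*), sucrase-isomaltase (*SI*) and maltase-glucoamylase (*MGAM*) had an FCR of 108, 95.1 and 68.8. The transporters of neutral amino acids (*SLC6A19*), peptides (*SLC15A1*) and cystine with dibasic amino acids (*SLC7A9*) had an FCR of 79.3, 66.1 and 65.2. All 6 were higher in the jejunum of 19 of 19 birds, with adjusted p from limma between 2.2e-29 and 1.6e-24. The sodium-proton exchanger *SLC9A3* (FCR 61.8), the tight junction gene *CLDN10* (FCR 56.0), *MGAT4D* (FCR 50.3), meprin subunit beta (*MEP1B*, FCR 46.1) and *TM4SF4* (FCR 40.5) were also higher in every bird. *ENPP7*, an alkaline sphingomyelinase, had an FCR of 44.5 and was higher in 18 of 19 birds. Among the cecal DETs with a high FCR were *MAL*, a proteolipid of apical membrane sorting (FCR 73.9), the water channel *AQP8* (FCR 37.9), *NOXO1*, an organizer of the epithelial NADPH oxidase (FCR 22.8), membrane-bound carbonic anhydrase *CA4* (FCR 20.6), and the anion exchanger *SLC26A4* (FCR 14.0). With them were the amino acid transporter *SLC38A4* (FCR 16.8), the esterase *PON1* (FCR 14.5), *PADI3* (FCR 13.4), *PLET1* (FCR 13.3), the connexin *GJB2* (FCR 12.2) and the glutathione transferase *GSTA4* (FCR 10.5). Each of these 11 was higher in the cecum of 19 of 19 birds, with adjusted p between 8.5e-31 and 8.1e-15. *LY6E* had an FCR of 4.17 towards the cecum (adjusted p = 9.7e-08, 18 of 19 birds), and *CNOT2* an FCR of 1.19 towards the jejunum (adjusted p = 2.9e-04), under the threshold of 2. *PON2* and *B4GALNT3* were not analysed here, since no probe set carries these symbols in the annotation used.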

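*APOB*, the structural protein of chylomicrons, had a log2 signal of 10.80 ± 0.89 (SD, n = 19 birds) in the jejunum and 3.38 ± 1.06 (SD, n = 19) in the cecum. The difference was 7.43 (SE 0.30), an FCR of 172 (adjusted p = 4.2e-24 from limma). *ENPEP*, the brush border peptidase that cleaves angiotensin, averaged 10.18 ± 0.50 in the jejunum and 3.16 ± 0.78 in the cecum, a difference of 7.02 (SE 0.20) and an FCR of 129.9 (adjusted p = 4.7e-29). *RBP2*, which binds retinol inside the enterocyte, averaged 11.42 ± 1.14 and 4.60 ± 1.41, a difference of 6.82 (SE 0.39) and an FCR of 113 (adjusted p = 1.0e-18). On the cecal side *CBS*, the enzyme that joins homocysteine and serine to cystathionine, averaged 4.22 ± 1.18 in the jejunum and 11.80 ± 0.34 in the cecum. Its difference was 7.58 (SE 0.26), the largest FCR of all named genes (191, adjusted p = 4.0e-26). The transcript LOC100857820 came next, with 4.84 ± 0.93 in the jejunum, 11.56 ± 0.44 in the cecum and an FCR of 106 (adjusted p = 5.4e-27). Each of these 5 held its direction in 19 of 19 birds.

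**Figure D1:**
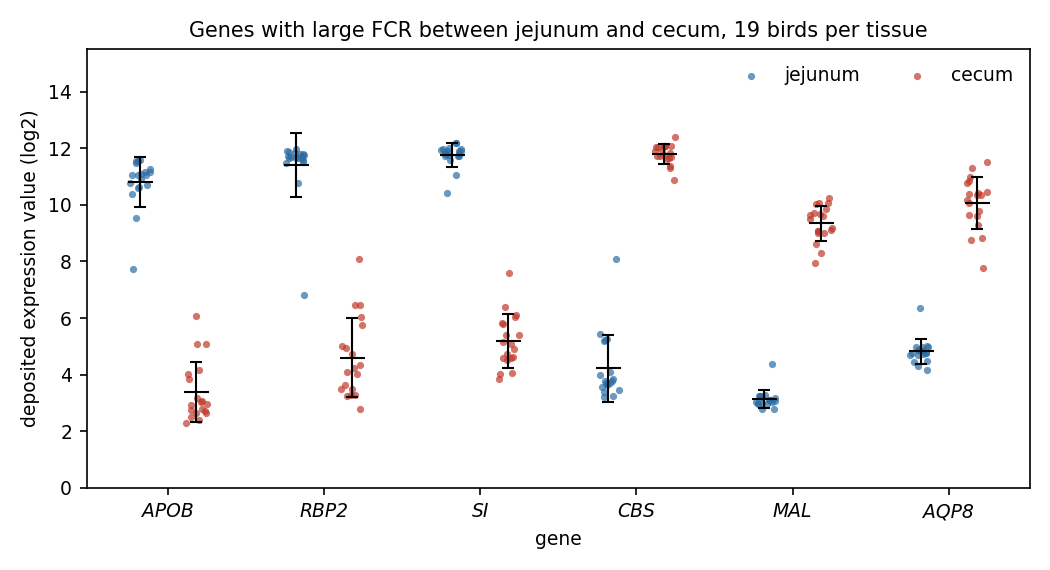
Log2 signal of 6 leading DETs, with 1 point per array, 19 arrays per tissue, and the mean and SD as bars. In the jejunum *APOB* lay between 7.74 and 11.58, *RBP2* between 6.82 and 11.99 and *CBS* between 3.21 and 8.10, and in the cecum *CBS* lay between 10.88 and 12.40, *MAL* between 7.95 and 10.24 and *AQP8* between 7.78 and 11.52.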

Apolipoprotein B (*APOB*), retinol binding protein 2 (*RBP2*) and glutamyl aminopeptidase (*ENPEP*) in the jejunum, and cystathionine beta-synthase (*CBS*) and C factor like in the cecum were the genes with the highest FCR.

DEGs for the jejunum and cecum were then processed in DAVID and the lists of DAVID functional annotations significantly enriched for DEGs in the jejunum and cecum are presented in Table 3 and Table 4, respectively.

In the jejunum, most of the DEG-enriched annotations were related to the integral components of the cell membrane (26% of total DEGs) and to the PPAR (peroxisome proliferator-activated receptor) signaling pathway, and peroxisome and lipid metabolism (Table 3). 

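Genes of lipid handling were higher in the jejunum, most uniformly those of lipid absorption and chylomicron assembly, with 16 of 18 measured members higher there and none in the cecum (adjusted p = 1.5e-16 from camera and adjusted p = 0.0126 with an estimated correlation). The other lists were mixed. Of 51 genes of PPAR signaling, 16 were DETs of the jejunum, 4 of the cecum and 31 passed neither way (adjusted p = 2.5e-04 from camera and adjusted p = 0.126 with an estimated correlation). Of 58 peroxisomal genes, 12 were higher in the jejunum and 2 in the cecum (adjusted p = 1.1e-04 from camera and adjusted p = 0.268 with an estimated correlation). Examples are catalase (*CAT*, FCR 6.03), which breaks down hydrogen peroxide, and the purine oxidase *XDH* (FCR 3.32), both higher in the jejunum of 19 of 19 birds. The 2 peroxisomal list members higher in the cecum were *FAR1* (FCR 2.79), which makes fatty alcohols, and the nitric oxide synthase *NOS2* (FCR 2.10, 16 of 19 birds). Of 25 genes of fatty acid oxidation, 5 were higher in the jejunum, among them *HADH* (FCR 2.44), and 1 in the cecum, the alcohol dehydrogenase *ADH1C* (FCR 4.76). That list had adjusted p = 0.0163 from camera and adjusted p = 0.393 with an estimated correlation, and adjusted p = 0.0622 on ranks.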

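In the jejunum the members of PPAR signaling that were DETs covered uptake, activation and breakdown of fatty acids. *APOA1*, the main apolipoprotein of high-density lipoprotein, had an FCR of 16.2 (log2 difference 4.01, SE 0.23, n = 19 birds, adjusted p = 8.8e-19 from limma). The fatty acid translocase *CD36* had an FCR of 4.90 (difference 2.29, SE 0.28, adjusted p = 4.6e-09), and acyl-CoA synthetase *ACSL5* one of 3.95 (difference 1.98, SE 0.15, adjusted p = 5.8e-15). All 3 were higher in the jejunum of 19 of 19 birds. Smaller differences were found for the sterol carrier *SCP2* (FCR 3.01), lipoprotein lipase (*LPL*, FCR 2.98, 16 of 19 birds), the fatty acid transporter *SLC27A4* (FCR 2.77), the peroxisomal oxidation enzyme *EHHADH* (FCR 2.71), the receptor *PPARA* itself (FCR 2.53, 17 of 19 birds) and mitochondrial *ACADL* (FCR 2.12). Their adjusted p lay between 1.7e-15 and 2.6e-05. *ACSL3* stood at the threshold (FCR 2.03, adjusted p = 4.6e-10, 18 of 19 birds), and with arrays weighted by their quality its log2 difference was 0.99, short of it. *SLC27A1* had a log2 difference of 0.01 (adjusted p = 0.931). The other PPAR receptors were higher in the cecum of 19 of 19 birds, *PPARD* with an FCR of 4.34 (adjusted p = 9.2e-25) and *PPARG* with an FCR of 3.77 (adjusted p = 1.4e-14).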

The DEG of the PPAR signaling pathway enriched in the jejunum and the relative link with lipid metabolism are visualized by the KEGG scheme in Figure 2. It is worth signaling that, in addition to those genes expected to control the lipid metabolism, most of those involved in gluconeogenesis were found in the jejunum (*PCK1*, phosphoenolpyruvate carboxykinase 1, soluble, 19.4 FCR; *AQP7*, aquaporin 7, 17.5 FCR; *GK*, glycerol kinase, 2.7 FCR).

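Of 11 measured genes of gluconeogenesis, 4 were higher in the jejunum and none in the cecum. *PCK1*, which makes phosphoenolpyruvate, had an FCR of 19.4. The glycerol channel *AQP7* followed with an FCR of 15.3, fructose-bisphosphatase *FBP1* with 5.03 and the glucose 6-phosphate carrier *SLC37A4* with 2.20. All 4 were higher in the jejunum of 19 of 19 birds, with adjusted p from limma of at most 3.4e-09. The list had adjusted p = 0.00111 from camera and adjusted p = 0.106 with an estimated correlation. *GK* was not analysed here, since no probe set carries its symbol in the annotation used.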

In the cecum, 69 DEGs (11.3% of total DEGs) were related to disulfide bond category, nine to cysteine and methionine metabolism, and 42 DEGs were included in the glycoprotein category. 

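Among enzymes that form or reduce disulfide bonds, 3 of 24 were DETs of the cecum and none of the jejunum. These were thioredoxin-glutathione reductase *TXNRD3* (FCR 2.96, adjusted p = 4.2e-18 from limma), the endoplasmic reticulum oxidase *ERO1A* (FCR 2.87, adjusted p = 1.3e-19) and nucleoredoxin *NXN* (FCR 2.16, adjusted p = 6.6e-07), higher in 19, 19 and 18 of 19 birds. At any FCR, 16 members were higher in the cecum and 1 in the jejunum (adjusted p = 1.3e-04 from camera and adjusted p = 0.224 with an estimated correlation). Of 23 genes of cysteine and methionine metabolism, 6 were higher in the cecum and 1 in the jejunum, *AHCYL2* (FCR 2.67), a relative of the hydrolase that splits adenosylhomocysteine. This list did not pass (adjusted p = 0.214 from camera). Its test pointed to the cecum, while the median log2 difference of its members was 5.3e-04 towards the jejunum.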

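Of 83 measured cell cycle genes, 13 were DETs of the cecum, 1 was one of the jejunum and 69 passed neither way (adjusted p = 3.8e-05 from camera and adjusted p = 0.28 with an estimated correlation). The mitotic kinase *PLK1* had a log2 signal of 5.83 ± 0.77 (SD, n = 19 birds) in the jejunum and 7.59 ± 0.46 in the cecum, an FCR of 3.38. Mitotic cyclin *CCNB1* (FCR 3.03), the spindle checkpoint kinase *BUB1* (FCR 2.91) and the histone deacetylase *HDAC1* (FCR 3.23) went the same way. *HDAC1* was higher in the cecum of 19 of 19 birds and the others in 17 of 19, with adjusted p from limma between 5.4e-19 and 1.8e-09. The exception was the cyclin-dependent kinase inhibitor *CDKN2B* (FCR 2.44, adjusted p = 3.2e-09), higher in the jejunum of 19 of 19 birds. Among the genes of matrix adhesion higher in the cecum of every bird were integrin subunit *ITGB6* (FCR 4.16), integrin subunit *ITGA8* (FCR 3.24) and von Willebrand factor (*VWF*, FCR 3.10), with adjusted p between 3.4e-12 and 4.0e-09. Smooth muscle markers were also higher in the cecum, and with their mean as a covariate the mean difference of the cell cycle list was 0.21 (SE 0.065) instead of 0.41 (SE 0.056) on the log2 scale. This covariate itself differs between the tissues, so here and below a drop with it does not show that smooth muscle is the cause.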

Other enriched categories were related to the cell cycle and extracellular matrix (ECM) (Table 4). The link between cysteine and methionine metabolism, sulfate metabolism, and disulfide oxidoreductase activity, involving several DEGs, is represented in Figure 3. 

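Of 19 measured genes of sulfide and sulfate handling, 12 were more expressed in the cecum, 1 in the jejunum and 6 passed neither way. The list had adjusted p = 2.3e-05 from camera and adjusted p = 0.106 with an estimated correlation. Among the cecal DETs was the sulfate transporter *SLC26A1*, with a log2 signal of 3.28 ± 0.38 (SD, n = 19 birds) in the jejunum and 5.95 ± 0.81 (SD, n = 19) in the cecum. Its FCR was 6.36 (adjusted p = 2.6e-15 from limma), and it was higher in the cecum of 19 of 19 birds.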

The process starts with the catabolism of methionine and cysteine, more stimulated in the cecum by CBS and cystathionine γ-lyase (*CTH*); then, the DEG signatures involve the “minor” sulfate pathway comprising *CBS, CTH*, sulfide quinone reductase-like (*SQOR*), thiosulfate sulfurtransferase (*TST*), and sulfite oxidase (*SUOX*). 

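*CTH*, which releases cysteine from cystathionine, had a log2 signal of 5.55 ± 0.52 (SD, n = 19 birds) in the jejunum and 6.95 ± 0.31 (SD, n = 19) in the cecum. Its FCR was 2.64 (difference 1.40, SE 0.13, adjusted p = 6.9e-12 from limma), with the cecum higher in 18 of 19 birds. *SQOR* (probe set symbol *SQRDL*), which oxidizes sulfide in mitochondria, had an FCR of 1.76 (difference 0.82, SE 0.093, adjusted p = 9.9e-10), short of the threshold of 2, and was higher in the cecum of 17 of 19 birds. *TST*, which transfers sulfur to cyanide or thiols, had an FCR of 2.38 (difference 1.25, SE 0.11, adjusted p = 3.7e-13, 19 of 19 birds), and a log2 difference of 0.96, no longer a DET, as the mean of its probe sets. *SUOX* was not analysed here, since no probe set carries its symbol in the annotation used.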

The direction toward transport of sulfate is marked by the high FCR of expression of 3’-phosphoadenosine 5’-phosphosulfate synthetase (*PAPSS2*) in the cecum, joined with the high FCR of sulfotransferases *SULT1E1* and *SULT1C3*. 

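*PAPSS2*, which makes the sulfate donor of all sulfotransferases, had a log2 signal of 7.00 ± 0.48 (SD, n = 19 birds) in the jejunum and 9.58 ± 0.45 (SD, n = 19) in the cecum. The FCR was 6.00 (difference 2.58, SE 0.14, adjusted p = 5.4e-19 from limma). The cytosolic sulfotransferases were also higher in the cecum, *SULT1E1* with an FCR of 2.89 (difference 1.53, SE 0.10, adjusted p = 1.7e-16) and *SULT1C3* with an FCR of 2.13 (difference 1.09, SE 0.14, adjusted p = 1.1e-08). All 3 were higher in the cecum of 19 of 19 birds.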

Hydrogen sulfide is generated also from cysteine via 3-mercaptopyruvate with joined oxidation of reduced thioredoxin (*TXN*) by 3-mercaptopyruvate sulfurtransferase (*MPST*).

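*MPST* had a log2 signal of 7.43 ± 0.38 (SD, n = 19 birds) in the jejunum and 9.53 ± 0.36 (SD, n = 19) in the cecum. This is a difference of 2.10 (SE 0.12) and an FCR of 4.30 (adjusted p = 3.2e-19 from limma), with the cecum higher in 19 of 19 birds. *TXN* was not analysed here, since no probe set carries its symbol in the annotation used.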

Data of protein-coding gene expression were then analyzed by GSEA that tests the enrichments in predefined sets. Using the KEGG-based list, consisting of 186 gene sets, 14 and 24 gene sets were enriched for the jejunum and cecum, respectively. 

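Of the 50 lists used here, 17 were higher in the jejunum and 18 in the cecum at an adjusted p under 0.05 from camera. The lists with the largest median differences towards the jejunum were brush border hydrolases, lipid absorption and nutrient transporters, and towards the cecum large intestinal ion and water transport, smooth muscle markers and mitosis. With a correlation between genes estimated from the data, 4 lists remained on the jejunal side (brush border hydrolases, nutrient transporters, lipid absorption and renin-angiotensin system) and 0 on the cecal side, where 4 lists had an unadjusted p under 0.05 and limma's fry called 30. With the bird as a block as well, the renin-angiotensin system did not pass (adjusted p = 0.0623). All its DETs are also members of the list of brush border hydrolases. The estimated correlations lay between -0.02 and 0.75, with a median of 0.18. Fry called every list but that of pancreas genes, so its calls tell little about a single list.

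**Figure D2:**
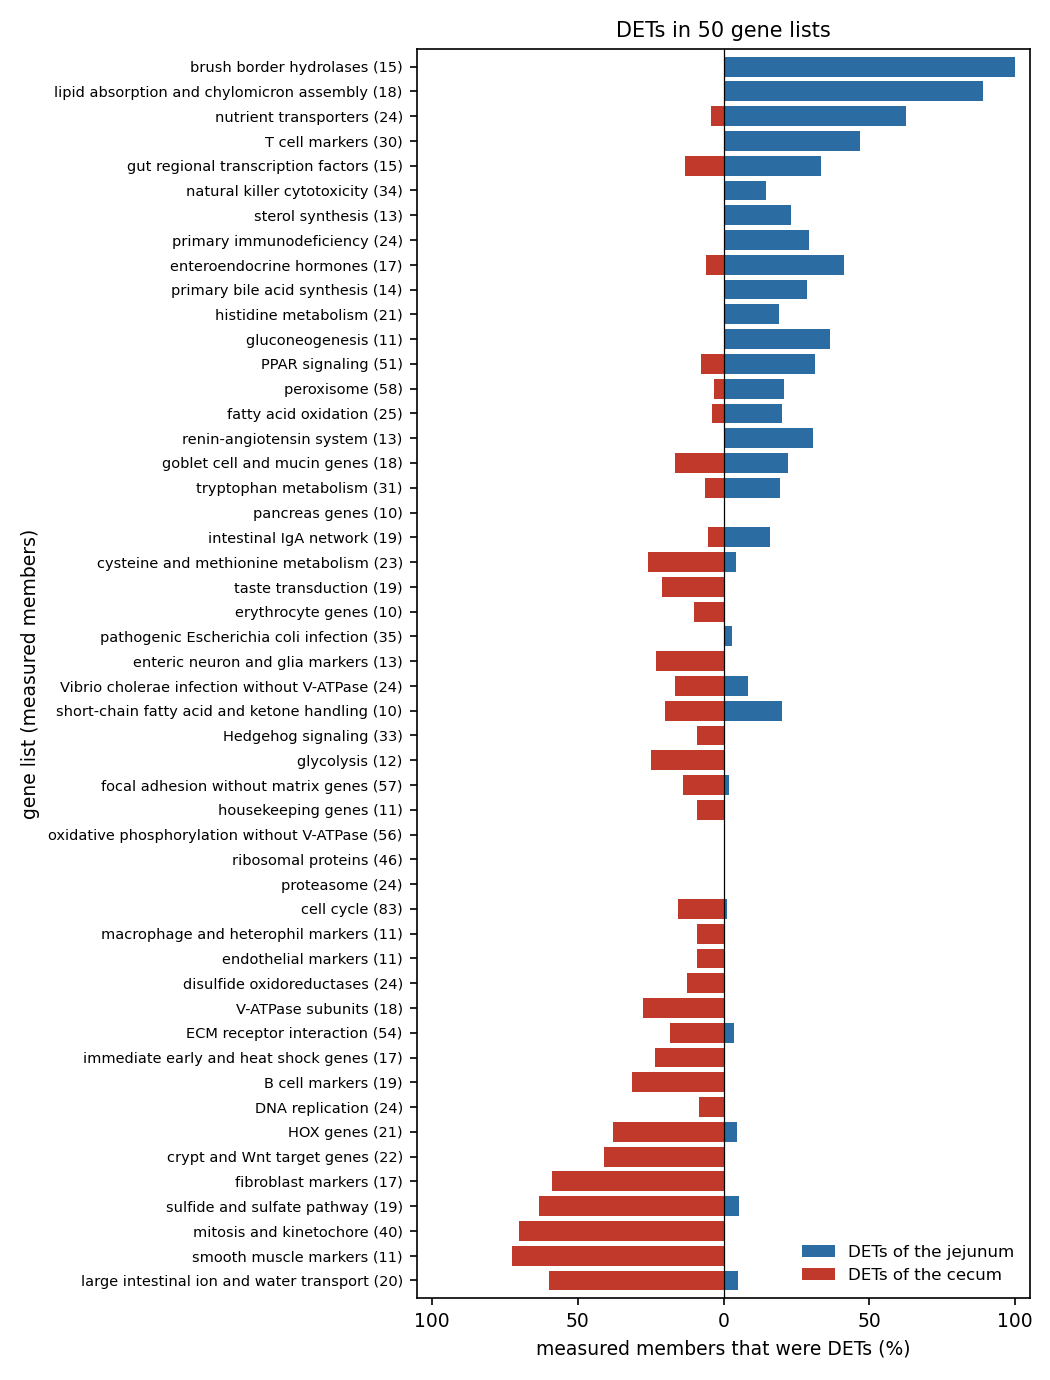
Share (%) of the measured members of each of the 50 gene lists that were DETs, in jejunum and in cecum, with the lists ordered by the median log2 difference of their members. In the jejunum 7 of 17 genes of the list of enteroendocrine hormones were DETs, and in the cecum 9 of 22 crypt and Wnt target genes.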

The full results of this analysis were then processed to create an enrichment map where enrichment sets are eventually linked when sharing relevant numbers of genes. Figure 4 represents the enriched gene sets for the jejunum and cecum according to the KEGG list, while the lists of all the gene sets enriched in the jejunum and cecum are reported in Tables S4 and S5 (Supplementary Materials), respectively. Concerning the jejunum, the top list of gene sets evidenced several gene sets related to the regulation of immunity, particularly concerning IgA production and the tuning of the immune response, as well as peroxisome and PPAR signaling pathway gene sets. Furthermore, the jejunum had an enrichment of the renin–angiotensin system gene set, and of gene sets related to tryptophan and histidine metabolism compared to the cecum. 

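Immune lists of the jejunum were led by T cell markers, with 14 of 30 members higher in the jejunum and none in the cecum (adjusted p = 1.4e-11 from camera and adjusted p = 0.0873 with an estimated correlation). Examples are granzymes *GZMA* (FCR 4.84) and *GZMK* (FCR 3.16), proteases of cytotoxic granules, the chemokine *XCL1* (FCR 3.54) and the receptor *CRTAM* (FCR 3.27). Of 34 genes of natural killer cytotoxicity, 5 were higher in the jejunum, among them *SH3BP2* (FCR 3.90) and the activating receptor *CD226* (FCR 2.86), and 24 at any FCR (adjusted p = 1.0e-07 from camera and adjusted p = 0.126 with an estimated correlation). Of 24 genes of primary immunodeficiency, 7 were higher in the jejunum (adjusted p = 2.3e-05 from camera and adjusted p = 0.0885 with an estimated correlation). The 6 genes given with an FCR so far were higher in the jejunum of 19 of 19 birds, with adjusted p from limma of at most 2.5e-09. The intestinal IgA network had 3 of 19 members higher in the jejunum, interleukin *IL15* (FCR 4.86), the class II chaperone *DMA* (FCR 3.35) and the gut-homing receptor *CCR9* (FCR 2.16), and 1 higher in the cecum, the chemokine *CXCL12* (FCR 2.50). Their adjusted p from limma was at most 2.8e-06, with the direction held in at least 18 of 19 birds. This list stood at adjusted p = 0.0499 from camera, adjusted p = 0.28 with an estimated correlation and adjusted p = 0.0584 with the bird as a block. It did not pass either without dim probe sets (adjusted p = 0.0602), with array weights (0.0539), on ranks (0.0903), or without birds 3 and 19 (0.0599), the jejunal array of bird 19 (0.0885) or 4 arrays (0.0765). B cell markers went the opposite way, with 6 of 19 higher in the cecum and none in the jejunum. Their list did not pass (adjusted p = 0.114 from camera and adjusted p = 0.577 with an estimated correlation). This hung on 1 array: without the jejunal array of bird 19, a setting chosen after seeing the data, adjusted p from camera was 0.0074. It also passed without birds 3 and 19 (0.0086), but not on ranks (0.0803) or with the bird as a block (0.0985), among other settings.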

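Peptidases of the renin-angiotensin system accounted for all 4 DETs among its 13 measured members, with none in the cecum. The list had adjusted p = 0.00421 from camera and adjusted p = 0.0332 with an estimated correlation. It did not pass on ranks (adjusted p = 0.0687) or with the bird as a block and an estimated correlation (adjusted p = 0.0623). All 4 (*ENPEP*, *MME*, *ACE* and *ANPEP*) are also members of the list of brush border hydrolases, so these lists are not separate findings. The other 9 members were not DETs, and the median log2 difference of the list was 0.18 towards the jejunum. Of 21 genes of histidine metabolism, 4 were higher in the jejunum, among them the dipeptidases *CNDP2* (FCR 3.45) and *CNDP1* (FCR 2.24), which split carnosine (adjusted p = 0.00421 from camera and adjusted p = 0.092 with an estimated correlation). Tryptophan metabolism had 6 of 31 members higher in the jejunum, among them kynureninase (*KYNU*, FCR 3.82), and 2 in the cecum, aldehyde oxidase *AOX1* (FCR 2.99) and *TPH1* (FCR 2.53), the first enzyme of serotonin synthesis. It did not pass (adjusted p = 0.0561 from camera). *CNDP2*, *CNDP1* and *KYNU* were higher in the jejunum of 19 of 19 birds, *AOX1* in the cecum of 19 and *TPH1* of 18, with adjusted p from limma of at most 1.9e-09.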

Considering the enrichment analysis performed using the two larger gene aggregates based on Gene Ontology Biological Processes and Molecular Functions, several genes sets related to digestion, absorption, and to bile acid metabolic process (for biological processes), and exo-enzyme and transporter activity (for molecular functions) were among those more enriched in the jejunum. 

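Brush border hydrolases, which finish the digestion of peptides, sugars and lipids at the enterocyte surface, were higher in the jejunum in all 15 measured members. The median log2 difference was 5.42 (adjusted p = 3.0e-22 from camera and adjusted p = 0.00546 with an estimated correlation). The amino acid transporter subunit *SLC3A1* had an FCR of 31.4, and the sterol exporters *ABCG5* and *ABCG8* had an FCR of 40.6 and 36.3. Of 14 genes of primary bile acid synthesis, 4 were higher in the jejunum and none in the cecum, among them the steroid reductase *AKR1D1* (FCR 9.02), *HSD3B7* (FCR 4.25) and *BAAT*, which conjugates bile acids to amino acids (FCR 4.25). All 6 named genes were higher in the jejunum of 19 of 19 birds, with adjusted p from limma between 3.9e-29 and 2.0e-10. The bile acid list had adjusted p = 0.0141 from camera and adjusted p = 0.108 with an estimated correlation, and adjusted p = 0.0803 on ranks.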

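Of 33 measured genes of the Hedgehog pathway, with its bone morphogenetic protein and Wnt relatives, 3 were DETs of the cecum, none was one of the jejunum and 30 passed neither way. The list does not hold *HOXA9* and *HOXA10*, which the paper names as the main genes behind its Hedgehog result. At any FCR, 14 members were higher in the cecum and 2 in the jejunum, and of the cell cycle genes 53 and 9. The mean log2 difference of the Hedgehog list was 0.37 (SE 0.044, n = 19 birds) towards the cecum, and 0.17 (SE 0.044) with the smooth muscle marker mean as a covariate. The list had adjusted p = 0.0341 from camera and adjusted p = 0.265 with an estimated correlation. It did not pass after quantile normalization (adjusted p = 0.0505), with array weights (adjusted p = 0.0500), on ranks (adjusted p = 0.0676), without birds 3 and 19 (adjusted p = 0.0633), without the cecal array of bird 3 (adjusted p = 0.0549) or without 4 arrays (adjusted p = 0.0809).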

In the cecum, the most enriched gene sets were those related to the cell cycle but also related to the control of the turnover of mature cells, firstly the Hedgehog signaling pathway. 

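Of 54 measured genes of contacts between cells and extracellular matrix, 10 were higher in the cecum and 2 in the jejunum (adjusted p = 0.00421 from camera and adjusted p = 0.268 with an estimated correlation). The exceptions were *CD36* and *LAMB3* (FCR 3.74), a laminin chain of epithelial basement membranes. Of 57 focal adhesion genes other than matrix genes, 8 were higher in the cecum, among them *PARVB* (FCR 3.04), the growth factor *PDGFD* (FCR 3.03), the receptor *MET* (FCR 2.94) and the receptor *PDGFRB* of mural cells (FCR 2.50). Their adjusted p from limma was at most 2.7e-07, with the direction held in at least 18 of 19 birds. *PRKCA* (FCR 3.21) was higher in the jejunum, and the list did not pass (adjusted p = 0.0655 from camera). Smooth muscle markers were higher in the cecum as well, by a mean of 1.12 (SE 0.18) on the log2 scale. With their mean as a covariate, the mean difference towards the cecum was 0.058 (SE 0.053) instead of 0.41 (SE 0.068) for the matrix list, and -0.0048 (SE 0.038) instead of 0.22 (SE 0.045) for the focal adhesion list without its smooth muscle markers. Across the 19 jejunal arrays their mean followed that of the matrix list (Pearson's r = 0.925, Spearman's rho = 0.928, permutation adjusted p = 1.0e-04 over 72 correlations for r, r = 0.874 without the 2 birds farthest from the median). Across the 19 cecal arrays r was 0.585 (rho = 0.616, permutation adjusted p = 0.0203, r = 0.543 without 2 birds). Since the covariate differs between the tissues and varies with the matrix list within them, these drops do not decide whether smooth muscle is the cause.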

There was also the linked ECM receptor interaction and focal adhesion gene sets. Other enriched gene sets were *Vibrio cholerae* infection, pathogenic *Escherichia coli* infection, and taste transduction. 

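Genes of ion transport were among the cecal DETs of these lists. For *Vibrio cholerae* infection (without the proton pump), 4 of 24 members were higher in the cecum, among them the potassium channel *KCNQ1* (FCR 3.66), the chloride importer *SLC12A2* (FCR 2.31) and adenylate cyclase *ADCY9* (FCR 2.01). *MUC2*, the main secreted intestinal mucin (FCR 3.98), and *PRKCA* were higher in the jejunum, and the list had adjusted p = 0.252 from camera. *ADCY9* fell under an FCR of 2 after quantile normalization (log2 difference 0.99) and with arrays centred on their median (0.96). The proton pump (V-ATPase), tested as a list of its own with its accessory proteins and the transcription factor *FOXI1*, had 5 of 18 members higher in the cecum. These were *FOXI1* and the subunits *ATP6V0D2* (FCR 12.7), *ATP6V0A4* (FCR 8.28), *ATP6V1G3* (FCR 7.10) and *ATP6V1C2* (FCR 3.94). The list had adjusted p = 4.7e-04 from camera and adjusted p = 0.221 with an estimated correlation. For pathogenic *Escherichia coli* infection, none of 35 members was a DET of the cecum and 1 was one of the jejunum, *PRKCA* (adjusted p = 0.164). The taste list had 4 of 19 members higher in the cecum, which were the epithelial sodium channel subunits *SCNN1A* (FCR 9.77), *SCNN1B* (FCR 7.46) and *SCNN1G* (FCR 5.30), known from salt absorption in the hindgut, and the phosphodiesterase *PDE1A* (FCR 2.27). It did not pass (adjusted p = 0.159). Among the genes given here with an FCR towards the cecum, *SLC12A2* and *ADCY9* were higher there in 18 of 19 birds and the others in 19, with adjusted p from limma of at most 6.1e-08.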

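Genes of mitosis and kinetochore were higher in the cecum in 28 of 40 measured members and lower in none. *AURKB*, a kinase of the chromosomal passenger complex, had a log2 signal of 5.57 ± 0.70 (SD, n = 19 birds) in the jejunum and 7.30 ± 0.30 (SD, n = 19) in the cecum, an FCR of 3.32. The topoisomerase *TOP2A* had an FCR of 3.10, the kinetochore gene *NUF2* one of 2.92 and the proliferation marker *MKI67* one of 2.90. These 4 were higher in the cecum of at least 17 of 19 birds, with adjusted p from limma of at most 1.1e-08. The list had adjusted p = 8.0e-16 from camera and adjusted p = 0.189 with an estimated correlation. Of 24 genes of DNA replication, the helicase subunits *MCM5* (FCR 2.38) and *MCM3* (FCR 2.37) were DETs of the cecum, and 19 were higher there at any FCR against 1 in the jejunum (adjusted p = 2.3e-05 from camera and adjusted p = 0.265 with an estimated correlation). With the smooth muscle marker mean as a covariate, the mean difference of the mitosis list was 0.70 (SE 0.15) instead of 1.14 (SE 0.13) on the log2 scale.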

In the cecum, the examination of enriched aggregates based on Gene Ontology evidenced a long list of biological processes in general ascribable to the cell cycle and its regulation, as well as to extracellular matrix (ECM) components (laminin binding and extracellular matrix structural constituent) and to disulfide oxidoreductase activities (Table S6, Supplementary Materials).

Non-coding transcripts differentially expressed between the two mucosae were also found: four microRNA (miRNA) and two small RNA (snoRNA) in the jejunum, and four miRNA and one snoRNA were statistically significant, with an FCR ≥2.0 (Table S7, Supplementary Materials).

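Among the microRNAs, *MIR196A1* had an FCR of 3.69 towards the cecum (log2 difference 1.88, SE 0.17, n = 19 birds, adjusted p = 1.3e-12 from limma, 19 of 19 birds). Towards the jejunum the FCR was 2.53 for *MIR1654-1* (adjusted p = 7.6e-11, 19 of 19 birds), 2.21 for *MIR215* (adjusted p = 3.8e-04, 16 of 19 birds) and 2.11 for *MIR1416* (adjusted p = 6.6e-09, 18 of 19 birds). *MIR1654-1* was measured by 2 probe sets with equal signals, so that 4 probe sets of the jejunum and 3 of the cecum named as microRNAs were DETs. *MIR1800* stood under the threshold with an FCR of 1.95 towards the cecum (adjusted p = 7.6e-11, 19 of 19 birds), and its log2 difference was 1.00 with array weights, at which it was a DET. gga-mir-1783 was not analysed here, since no probe set carries its symbol in the annotation used. The signals of the jejunal microRNAs were low, between 3.30 and 4.62 on average in the jejunum. Those of *MIR196A1* were low as well, 4.11 on average in the cecum and 2.23 in the jejunum.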

## 4. Discussion

The small intestine is deputed to digest and absorb nutrients; it is not surprising that it presented enriched gene sets related to secretory enzymes and transporters in comparison with the cecum. Nevertheless, the detailed check of genes with the highest FCR evidenced also some genes already known to be typically present in the end tract of the small intestine, but not often considered for chicken: *RBP2* (151.6 FCR), lactase (*LCT*, 48.6 FCR), cubilin (*CUBN*, intrinsic factor-cobalamin receptor, 44.6 FCR), band eta-carotene 15,15-monooxygenase 1 (*BCMO1*, 11.3 FCR).

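*LCT* had a log2 signal of 9.18 ± 1.49 (SD, n = 19 birds) in the jejunum and 3.77 ± 0.43 (SD, n = 19) in the cecum. The difference was 5.42 (SE 0.33), an FCR of 42.7 (adjusted p = 1.3e-17 from limma), with the jejunum higher in 18 of 19 birds. *BCMO1* (symbol *BCO1*), which splits carotene into retinal, averaged 9.71 ± 1.00 and 6.31 ± 0.71, an FCR of 10.6 (difference 3.40, SE 0.27, adjusted p = 2.1e-14), also with the jejunum higher in 18 of 19 birds. The jejunal array of bird 19 was far below the others for these genes. Its *RBP2* signal was 6.82 against 10.79 or more in the other jejunal arrays, its *LCT* signal 3.81 against 7.72 or more and its *BCO1* signal 6.27 against 8.48 or more. *CUBN* was not analysed here, since no probe set carries its symbol in the annotation used.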

Furthermore, the study of pathways evidenced other aspects connected with the absorption of nutrients. The presence of several DEGs related to the renin–angiotensin system (*ENPEP*, 143.7 FCR; angiotensin I converting enzyme 1 and 2, *ACE1* and *ACE2*, with 35.5 and 90.2 FCR, respectively) evidences that the chicken also presents the enterocyte renin–angiotensin system, which in rat was found in brush border, epithelial cells, lamina propria, muscularis mucosa, submucosal blood vessels and muscularis propria [12]. 

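*ACE*, which converts angiotensin I, had a log2 signal of 9.61 ± 0.77 (SD, n = 19 birds) in the jejunum and 4.52 ± 0.45 (SD, n = 19) in the cecum. The FCR was 34.1 (difference 5.09, SE 0.19, adjusted p = 7.5e-25 from limma). The brush border peptidases *MME* (FCR 43.7, difference 5.45, SE 0.25, adjusted p = 2.7e-22) and *ANPEP* (FCR 4.52, difference 2.17, SE 0.22, adjusted p = 4.4e-11), which act on angiotensins among other peptides, were higher in the jejunum too. All 3 were higher in the jejunum of 19 of 19 birds.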

The enterocyte renin–angiotensin system was found to control SGLT1-dependent glucose uptake across the intestinal brush border membrane, sodium and water absorption, and digestion and absorption of peptides [13]. Furthermore, the enterocyte renin–angiotensin system is implicated in the impairment of digestive efficiency in knock-out mice fed an excess of dietary sodium [14].

The enrichment of peroxisome and PPAR signaling-related gene sets, also found as functional annotations based on DEGs by DAVID, was evidently related to the absorption and processing of fats by jejunal enterocytes; however, the inspection of these set evidences also the important presence of a local gluconeogenesis, where glucose is produced and used by the small intestine itself or released into the portal blood [15]. As already previously reported in rat and human [16,17,18], key enzymes and their messenger RNA (mRNA) for gluconeogenesis were found in the small intestine, such as phosphoenolpyruvate carboxykinase (*PEPCK*), one of the two major regulatory genes of gluconeogenesis [15]. 

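*PCK1* had a log2 signal of 8.37 ± 0.97 (SD, n = 19 birds) in the jejunum and 4.09 ± 0.33 (SD, n = 19) in the cecum, a difference of 4.28 (SE 0.22) (adjusted p = 3.3e-20 from limma) held in 19 of 19 birds.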

In line with previous studies, we found the gene *PCK1* between genes involved in the PPAR signaling pathway, enriched in the jejunum compared to the cecum. The relevance of the small intestine as an endogenous source of glucose and the modulation of this production by the diet in some animals [15,19] and by insulin action [20] were reported, but not for poultry. This activity raises particularly when subjects are underfed or given high-protein diets, since intestinal gluconeogenesis is associated with amino-acid availability [3], whether or not this availability comes from diet or from a long fasting period with the trigger of protein catabolism [21]. Like dietary protein, diets rich in dietary fiber also induce gut gluconeogenesis gene expression and, as well as for amino acids, propionate deriving from the fiber can be used as a precursor [22]. The presence of a portal sensing of intestinal gluconeogenesis in other species [15,23] suggests that intestinal gluconeogenesis in chicken may modulate the interaction between feed characteristics and individual control of feed intake. Finally, the indication that succinate produced by intestinal microbiota activates intestinal gluconeogenesis and, in turn, improves gut homeostasis [24] can be considered as a potential connection of this function with the presence of typical microbial metabolites in chicken, such as lactic acid produced by locally dominant lactic acid bacteria [25].

Sulfur metabolism emerged also as a new key aspect in the comparison between the transcriptomes of the chicken jejunal and cecal tissues. In addition to sulfur amino acids, inorganic sulfate is an essential source for several physiological processes [26]. The high jejunal FCR (32.9) of solute carrier family 13 member 1 (*SLC13A1*, also known as *NaSi*), recognized as the main apical sodium (Na^+^)-dependent transporter into the enterocyte [26], supports that the small intestine is the main site of sulfate absorption in chicken. 

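*SLC13A1* had a log2 signal of 8.83 ± 0.76 (SD, n = 19 birds) in the jejunum and 3.81 ± 0.61 (SD, n = 19) in the cecum. The difference was 5.01 (SE 0.21), an FCR of 32.3 (adjusted p = 2.6e-23 from limma), and the jejunum was higher in 19 of 19 birds.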

Interestingly, a several-fold reduced expression of this gene was seen in porcine jejunal loops infused with the enterotoxigenic *Escherichia coli* K88 [27], compared with control loops, indicating that sulfate availability can be impaired by locally induced infection. Moreover, in mice, cecum was recognized as a site of active secretion of sulfates, exchanged for chlorides, by solute carrier family 26 member 3 (*SLC26A3,* also known as *DRA*) [28]; the same transporter *SLC26A3* was upregulated in the cecum (8.1 FCR) and this may indicate that, in chicken, the cecum is also a source of release of sulfates into the lumen. This could also have relevance because sulfates can be used by local microbiota, while it is known that some toxins derived by pathogen bacteria downregulate *SLC26A3* through the increase of intracellular cyclic *AMP* or *GMP* [29] and, conversely, beneficial bacteria upregulated *SLC26A3* gene expression in a CaCo2 cell culture [30] and in pig jejunal loops in vivo [27]. 

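*SLC26A3* had a log2 signal of 4.29 ± 1.37 (SD, n = 19 birds) in the jejunum and 7.06 ± 1.22 (SD, n = 19) in the cecum. The difference towards the cecum was 2.77 (SE 0.39), an FCR of 6.80 (adjusted p = 1.4e-07 from limma), with the cecum higher in 18 of 19 birds.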

Interestingly, several genes related to sulfur metabolism were upregulated in ceca obtained from chickens conventionally reared or associated with some groups of bacteria, compared to those obtained from germ-free chickens (primarily *CBS, SULT1C3, SULT1E1, TXN, PARSS2,* and *TST*). These genes were related to sulfotransferases and enzymes recognized as sulfate donors; in the cecum, sulfonate groups are widely used both for sulfate conjugation and mucin sulfation for mucus layer building [31]. Since the differences in bacterial community in chickens showed changes in gene expression in sulfur-related genes [31], it may be possible that several pathways and functional associations related to sulfur, which we found in the cecum compared to the jejunum (such as cysteine and methionine metabolism, disulfide bond and disulfide oxidoreductase, activity), are induced or enriched depending on variations in microbiota. The accentuation of these sulfur-related genes role in the cecum may result also from some considerations about the cecal mucin structure. A reduction in sulfomucins in goblet cells in the jejunum, ileum, and colon was associated with the reduced availability of circulating serum sulfates in *SLC13A3* knock-out mice [32]. Mucin sulfation is important to provide the structure, the complexity, and the protection against microbial penetration of mucins [33], which are denser and sulfated in chicken cecum than in jejunum and in chicken than in human [34]. In fact, the sulfated structures detected in the cecum are about 57% of all *O*-glycans compared to the 33% detected in the small intestine [34]. 

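*GAL3ST2* had a log2 signal of 5.25 ± 1.57 (SD, n = 19 birds) in the jejunum and 6.80 ± 1.82 (SD, n = 19) in the cecum. The difference was 1.55 (SE 0.52), an FCR of 2.93 (adjusted p = 0.0121 from limma). It was higher in the cecum of 17 of 19 birds, birds 6 and 8 being the exceptions. The mucin list that holds it was divided, with 3 of 18 members higher in the cecum, among them the glucosaminyltransferase *GCNT4* (FCR 2.62), and 4 in the jejunum, among them *CLCA1* (FCR 4.75), *FCGBP* (FCR 2.42) and *CAPN8* (FCR 2.25).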

The main enzyme responsible for sulfation of mucin glycans, galactose-3-*O*-sulfotransferase 2 (*GAL3ST2*), was more expressed in the cecum (3.5 FCR) than in the jejunum. However, it worth noting that, for this gene, an extreme variation of individual gene expression was seen here both for the cecum (from 3.5 to 9.7 log_2_ microarray values) and jejunum, as well as in a previous set where two different hybrid genetic lines were compared for gene expression in broiler ilea [35]. 

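The log2 signal of *GAL3ST2* spread from 2.97 to 8.26 across the 19 jejunal arrays and from 3.50 to 9.72 across the 19 cecal arrays. The level in the jejunum of a bird and the level in its cecum had a Pearson's r of 0.522 (permutation p = 0.0227, adjusted p = 0.227 over the 210 named genes) and a Spearman's rho of 0.565 (permutation p = 0.0131). Without the 2 birds farthest from the median in the jejunum, r was 0.398 (permutation p = 0.114). None of the 210 genes had an adjusted p under 0.05 in this comparison, and the median r was 0.103.

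**Figure D3:**
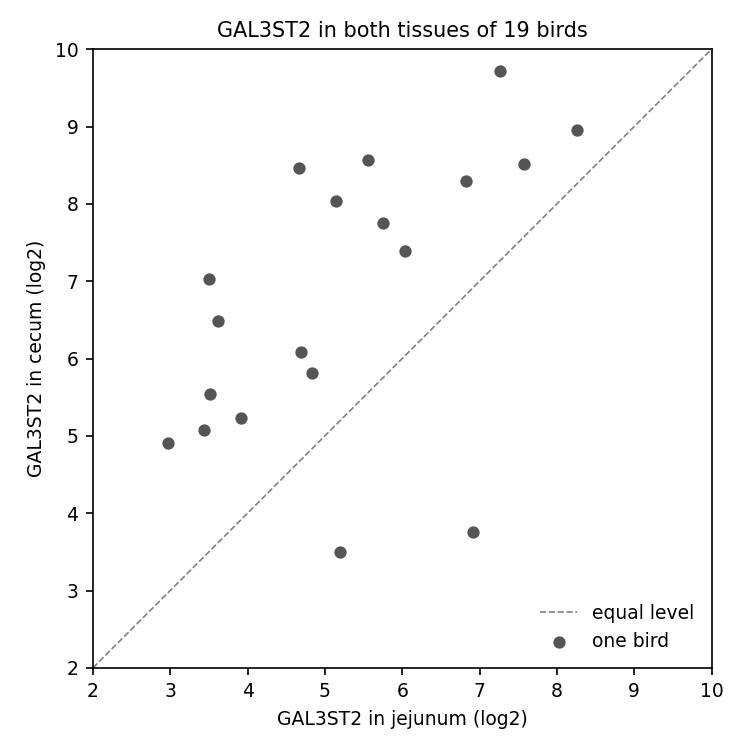
Log2 signal of *GAL3ST2* in the jejunum (horizontal) and in the cecum (vertical), with 1 point for each of the 19 birds and a dashed line at equal levels. The points of 17 birds lie above the line, and r is 0.522.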

Our data cannot allow deciding if this observation is related to a variation of genetic polymorphism in *GAL3ST2* or due to other determinants, including the individual variability of the sulfation of intestinal mucin glycans. Finally, bacteria can release hydrogen sulfide with their metabolic action, thus affecting the intestinal sulfation. Indeed, the balance between dietary organic and inorganic sulfur, endogenous release, and net use by bacteria remains to be assessed. However, more knowledge on these fluxes could also be relevant for methionine and cysteine use by the chicken and to properly appropriate the feeding requirements to the ideal cecum microbiota.

Sulfur is also important for the organization of the ECM; laminin (*LAMB1*) and ECM structural glycoprotein, whose genes were upregulated in the cecum compared to the jejunum (3.4 FCR), contain nearly 200 disulfide bonds [36]. 

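*LAMB1*, the laminin chain beta 1, had a log2 signal of 6.54 ± 0.75 (SD, n = 19 birds) in the jejunum and 8.37 ± 0.28 (SD, n = 19) in the cecum. The difference towards the cecum was 1.82 (SE 0.17), an FCR of 3.54 (adjusted p = 8.7e-12 from limma), and it was held in 19 of 19 birds.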

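*LUM* had a log2 signal of 6.95 ± 1.11 (SD, n = 19 birds) in the jejunum and 9.43 ± 0.52 (SD, n = 19) in the cecum, an FCR of 5.57 (adjusted p = 1.7e-10 from limma). Fibroblast markers as a group went the same way, with 10 of 17 higher in the cecum and none in the jejunum (adjusted p = 6.7e-05 from camera and adjusted p = 0.268 with an estimated correlation). Further examples are the matrix genes *OGN* (FCR 5.37) and *POSTN* (FCR 4.18) and the surface protein *THY1* (FCR 3.41), of which *THY1* was higher in the cecum of 18 and the others, like *LUM*, of 19 birds. The mean difference of the fibroblast list was 1.18 (SE 0.19) on the log2 scale, and 0.15 (SE 0.11) with the smooth muscle marker mean as a covariate. That covariate itself differs between the tissues, so the drop does not decide whether smooth muscle is the cause.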

The same was also for a keratan sulfate proteoglycan, lumican (*LUM)*. These genes were included in the enriched gene sets related to ECM structure and formation, and the ECM is important as a structural support, and a biochemical or biomechanical frame for cecum cells. The general observation that pathways related to ECM were enriched for the cecum may indicate that this structure could be considered as a marker of the condition of the local gut barrier in studies aimed at improving this parameter in the chicken cecum. This can imply a revision of sulfur or sulfur amino-acid dietary requirements.

The local metabolism of other amino acids was seen to be affected by the type of intestinal mucosa. In the jejunum, the pathways related to histidine and tryptophan emerged principally. However, the inspection of the list of high-ranking genes for these sets (dopa decarboxylase, aromatic l-amino-acid decarboxylase, monoamine oxidase A, monoamine oxidase B, aldehyde dehydrogenase 3 family member A2) refers to functions (oxidation, decarboxylation) that are not specific to the metabolism of these single amino acids, but rather associated to the use of other essential amino acids. 

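Dopa decarboxylase (*DDC*) had a log2 signal of 8.12 ± 0.52 (SD, n = 19 birds) in the jejunum and 6.11 ± 0.32 (SD, n = 19) in the cecum, an FCR of 4.01 (difference 2.00, SE 0.13, adjusted p = 1.8e-16 from limma). *MAOA*, which oxidizes amines, had an FCR of 3.07 (difference 1.62, SE 0.12, adjusted p = 1.0e-14), and the aldehyde dehydrogenase *ALDH3A2* one of 1.72 (difference 0.78, SE 0.10, adjusted p = 2.1e-08), short of the threshold of 2. All 3 were higher in the jejunum of 19 of 19 birds. *MAOB* was not analysed here, since no probe set carries its symbol in the annotation used.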

The jejunum is an important site of absorption of amino acids. Thus, it can be considered that a normal portion of amino acids are used locally as a first-pass metabolism, as also seen, for example, in young pig [37]. Conversely, the cecal metabolism depends on nutrients other than essential amino acids, such as those derived from blood; thus, it may activate these pathways to a lesser degree.

The enrichment of several pathways related to immunity in the jejunum is worthy of specific attention. In fact, both sets related to activation (T cells, natural killer cells) and to immune depression were enriched compared to the cecum. The first DEG for the set primary immunodeficiency was adenosine deaminase (*ADA*, FCR = 5.67). 

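*ADA*, which removes adenosine and whose loss depletes lymphocytes, had a log2 signal of 9.97 ± 0.42 (SD, n = 19 birds) in the jejunum and 7.45 ± 0.35 (SD, n = 19) in the cecum. The FCR was 5.75 (difference 2.52, SE 0.12, adjusted p = 3.4e-21 from limma). Next in this list came *RAG2*, of the recombinase of antigen receptor genes (FCR 3.32, difference 1.73, SE 0.31, adjusted p = 9.0e-06), and *CIITA*, the activator of class II genes (FCR 2.73, difference 1.45, SE 0.14, adjusted p = 9.6e-12). *ADA* and *CIITA* were higher in the jejunum of 19 of 19 birds and *RAG2* of 16.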

Adenosine is a purine nucleoside that is typically released extracellularly, particularly in the case of tissue injuries, and it can be detected by specific cell surface detectors, while it modulates almost all functions of innate and acquired immunity [38]. *ADA* is important because it protects the immune system via adenosine-induced excessive depression, catalyzing the conversion of adenosine to inosine. In fact, combined immunodeficiency diseases can be seen in humans related to genetically derived impaired *ADA* function [39]. 

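The T cell receptor complex gene *CD3D* had a log2 signal of 7.78 ± 0.31 (SD, n = 19 birds) in the jejunum and 6.76 ± 0.32 (SD, n = 19) in the cecum, an FCR of 2.03 (difference 1.02, SE 0.10, adjusted p = 2.0e-11 from limma, 18 of 19 birds). *CD3E*, of the same complex, had an FCR of 2.13 (difference 1.09, SE 0.10, adjusted p = 2.9e-12), and the coreceptor *CD8A* one of 2.63 (difference 1.39, SE 0.14, adjusted p = 4.7e-11), both higher in the jejunum of 19 of 19 birds. *CD3D* was not a DET with array weights (log2 difference 0.97), nor *CD8A* as the mean of its probe sets (0.80).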

Other DEGs were those related to the presence of T cells (CD3D and CD3E) and particularly to cytotoxic types (CD8A). Taking these data together, it indicates that the jejunum requires a more general tuning of the immune system because it is more exposed to offences of bacteria, which may also be due to a lesser defence of the passive barrier compared to the cecum. In support of this, it might be worthwhile considering the enrichment of PPAR signaling in the jejunum from an immunological point of view. In fact, in this study, we identified fatty-acid binding proteins (FABP) between DEGs in the PPAR signaling pathway. 

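*FABP6*, the ileal bile acid binding protein, had a log2 signal of 9.49 ± 1.48 (SD, n = 19 birds) in the jejunum and 4.84 ± 0.63 (SD, n = 19) in the cecum, an FCR of 25.2 (difference 4.66, SE 0.35, adjusted p = 5.0e-15 from limma). *FABP5* had an FCR of 3.86 (difference 1.95, SE 0.14, adjusted p = 8.1e-16), and *FABP1*, abundant in liver and proximal gut, one of 2.62 (difference 1.39, SE 0.16, adjusted p = 7.1e-10). All 3 were higher in the jejunum of 19 of 19 birds.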

FABPs are a class of molecules that not only mediate lipid response and metabolism, but are also closely linked to inflammatory processes. FABPs are involved in the modulation of lipid-sensitive pathways in cells like macrophages, and the importance of FABP presence was suggested for gut barrier health [40]. A decrease in *FABP2* mRNA expression was observed in jejunal mucosa with gut barrier failure in broiler chickens [40]. 

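*FABP2*, the intestinal fatty acid binding protein, had a log2 signal of 11.42 ± 0.54 (SD, n = 19 birds) in the jejunum and 6.06 ± 1.34 (SD, n = 19) in the cecum. The difference was 5.36 (SE 0.31), an FCR of 41.0 (adjusted p = 1.8e-18 from limma), and the jejunum was higher in 19 of 19 birds.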

In our study, *FABP2* was identified as a differentially expressed gene in the jejunum and, thus, in addition to its function in lipid metabolism, it might also be involved in sustaining gut barrier maintenance and defence (more necessary in jejunum that in cecum).

A final consideration should be addressed to the relevant presence of enriched gene sets related to cell cycling and mitosis in the cecum, compared to the jejunum. Both tissues in general have important turnover. However, it is possible that, in chicken, the cecum undergoes more important pressure, including controlled apoptosis to maintain an optimal barrier. This is indicated particularly by the enrichment of the Hedgehog signaling pathway, which is important for the control of large intestinal homeostasis. 

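The DETs of the Hedgehog list were 3 morphogens, all higher in the cecum. *HOXA9* and *HOXA10*, to which the paper mainly ascribes its Hedgehog result, are not in this list. *BMP7* had a log2 signal of 4.93 ± 0.56 (SD, n = 19 birds) in the jejunum and 7.01 ± 0.33 (SD, n = 19) in the cecum, an FCR of 4.23 (adjusted p = 3.8e-16 from limma). *BMP4*, made by the mesenchyme beneath the epithelium, had an FCR of 3.44 (difference 1.78, SE 0.16, adjusted p = 7.0e-13), and *WNT5A* one of 3.23 (difference 1.69, SE 0.17, adjusted p = 5.9e-11). Each was higher in the cecum of 19 of 19 birds. From the gene sets of cell cycle and mitosis enriched in the cecum, and particularly from the Hedgehog pathway, the paper proposes that the cecum of the chicken is under more pressure of turnover, with controlled apoptosis, to keep an optimal barrier.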

Interestingly, two of the non-coding transcripts that were also differentially expressed in the cecum (gga-mir-196-4 and gga-mir-1732) are the same cluster on chromosome 2 as the two *Hox* genes, whose differential expression explains principally the effect on the Hedgehog signaling pathway (*HOXA9* and *HOXA10*). 

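*HOXA9* had a log2 signal of 5.38 ± 0.56 (SD, n = 19 birds) in the jejunum and 7.33 ± 0.23 (SD, n = 19) in the cecum, an FCR of 3.88 (difference 1.96, SE 0.13, adjusted p = 2.8e-16 from limma). *HOXA10* had an FCR of 16.6 (difference 4.05, SE 0.16, adjusted p = 3.4e-24), and 7.25 as the mean of its probe sets. The microRNA *MIR196B* had an FCR of 11.5 (difference 3.52, SE 0.16, adjusted p = 8.5e-22) and *MIR1732* one of 2.57 (adjusted p = 4.9e-16). All 4 were higher in the cecum of 19 of 19 birds. In the RefSeq annotation of GRCg7b both microRNAs lie between *HOXA9* and *HOXA10* on chromosome 2.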

A similar cluster is seen also in humans [41], and the integration of miRNA into this system reflects the relevance of certain miRNA to control the expression of gene clusters related to the maturation and maintenance of tissue differentiation in the cecum. Furthermore, it should be considered that the sampled chickens were in a growing phase and, thus, the cecum was still maturing, maybe with a much higher intensity than the jejunum.

## 5. Conclusions

By performing a double exploratory functional analysis on the chicken gut transcriptomic profile, this study confirmed some known and expected intestinal functions, such as those related to nutrient digestion and metabolism and to cell turnover, and it revealed and highlighted new interesting correspondences with mammals not reported before in poultry, such as gluconeogenesis and the renin–angiotensin system in the jejunum. Furthermore, some key aspects emerged from the analysis of DEGs and pathways, indicating a different biological characterization between the different gut sites, which diverge in terms of gene expression toward their main biological processes. In fact, in the jejunum, new key aspects related to sulfur transport activity specific for this site, along with immune pathway tuning, emerged; in the cecum, more intense activity for cell turnover and sulfur utilization for structural components suggest a specific activity at epithelial level, maybe involved in gut barrier maintenance.

Overall, this study may provide potential starting points and hints for future investigations on chicken gut conditions at the molecular level in a broad-based approach on molecular patterns, also considering both the differences between gut tracts and the novel found correspondences with mammals. On the other hand, it would be useful to combine such an exploratory analysis to the analysis of microbiota, including its spatial variations along the gut sites, given its role in the gut balance. Thus, this absence can be a limitation of the study, together with the fact that it was done at a specific age.

## Figures and Tables

**Figure 1:**
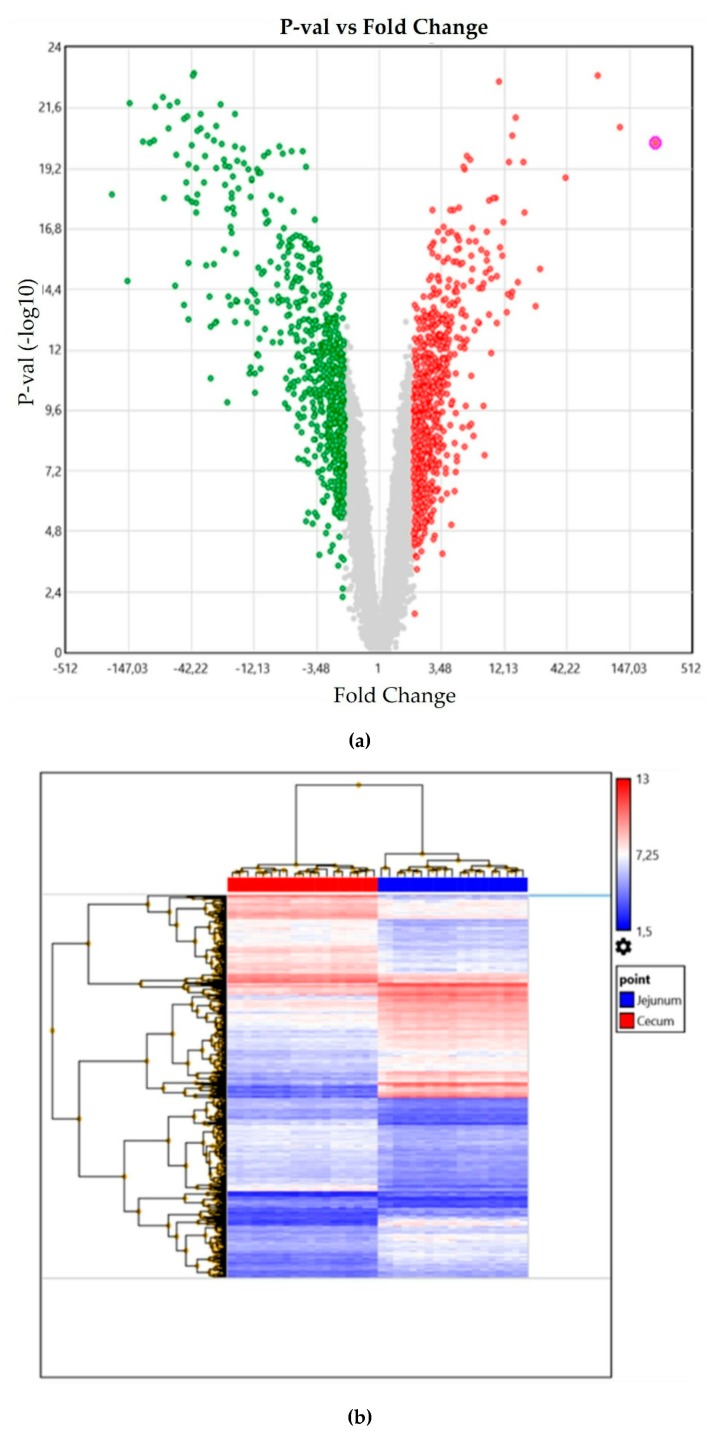
(**a**) Volcano diagram (jejunum in green color, cecum in red color), and (**b**) hierarchical clustering showing the distribution of differentially expressed transcripts (DETs) in the jejunum and cecum of broiler chickens (jejunum in blue color, cecum in red color). Transcripts were considered as DETs when showing a ≥2-fold change ratio (FCR) and a false discovery rate *p*-value (FDR) < 0.05 between tissues.

**Figure 2:**
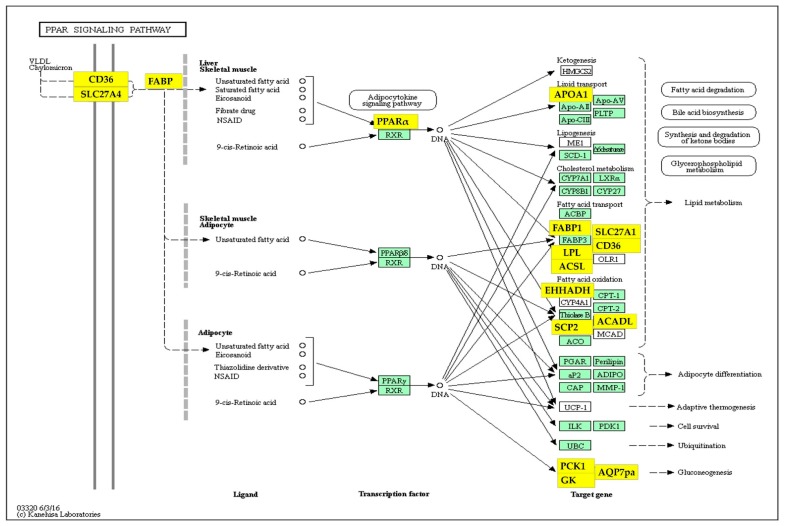
PPAR (peroxisome proliferator-activated receptor) signaling pathway enriched of differentially expressed genes (DEGs) in the jejunum of broiler chickens. The PPAR signaling pathway as the DAVID (Database for Annotation, Visualization and Integrated Discovery) functional annotation significantly enriched DEG is visualized by the Kyoto Encyclopedia of Genes and Genomes (KEGG) [10] pathway mapper. Genes over-expressed in the jejunum are shown in a yellow color. *CD36: CD36* molecule; *ACADL*: acyl-CoA dehydrogenase long chain; *ACSL*: acyl-CoA synthetase long-chain family member (*ACSL3, ACSL4, ACSL5*); *APOA1*: apolipoprotein A-1; *AQP7*: aquaporin 7; *EHHADH:* bi-enzyme enoyl-CoA hydratase/3-hydroxy acyl CoA dehydrogenase; *FABP*: fatty-acid binding protein (*FABP1, FABP2, FABP5, FABP6*); *GK:* glycerol kinase; *LPL*: lipoprotein lipase; *PPARα*: peroxisome proliferator-activated receptor alpha; *PCK1*: phosphoenolpyruvate carboxykinase 1; *SCL27A1/4:* solute carrier family 27 (fatty-acid transporter), member 1, member 4; *SCP2*: solute carrier protein 2.

**Figure 3:**
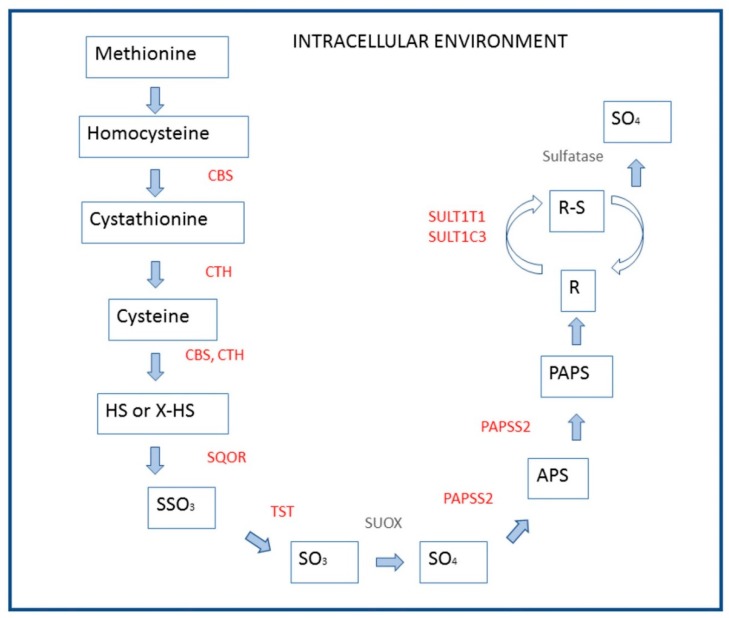
Gene enrichment in the cysteine and methionine catabolism, sulfate metabolism, and disulfide oxidoreductase activity in the cecum of broiler chickens. Genes over-expressed in the cecum with respect to the jejunum are shown in a red color (FDR >2, except *SQOR* (sulfide quinone reductase) at least = 1.8). The alternative sulfate-generating pathway controlled by cysteine dioxygenase type 1 (*CDO1*) is not represented, because the gene coding this enzyme was mildly expressed, with values not differing to jejunum mucosa. *CBS* = cystathionine β-synthase; *CTH* = cystathionine γ-lyase; *SQOR* = sulfide quinone reductase; *TST* = thiosulfate sulfurtransferase; *SUOX* = sulfite oxidase (not spotted on chicken microarrays); *APS* = 5’ adenosine-phosphosulfate; *PAPS* = 3’-phosphoadenosine 5’-phosphosulfate; *PAPSS2* = PAPS synthetase; *SULT1E1* and *SULT1C3* sulfotransferase, family 1C member 3 and family 1E member 1; *GOT2* = glutamic–oxaloacetic transaminase 2; *3-MPY* = 3-mercaptopyruvate; *MPST* = 3-mercaptopyruvate sulfurtransferase; *PY* = pyruvate; *TXN* = thioredoxin. Adapted from Reference [11].

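*CDO1*, which oxidizes cysteine to its sulfinate, had a log2 signal of 5.15 ± 0.46 (SD, n = 19 birds) in the jejunum and 4.42 ± 0.29 (SD, n = 19) in the cecum. The difference towards the jejunum was 0.73 (SE 0.12), an FCR of 1.66 (adjusted p = 1.9e-06 from limma, higher in the jejunum of 18 of 19 birds), so it was not a DET at an FCR of at least 2. The aminotransferase *GOT2*, which acts on the product of *CDO1*, was higher in the cecum of 19 of 19 birds, with a difference of 0.98 (SE 0.081) and an FCR of 1.98 (adjusted p = 1.3e-13), also short of 2. After quantile normalization its log2 difference was 1.01, past the threshold.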

**Figure 4:**
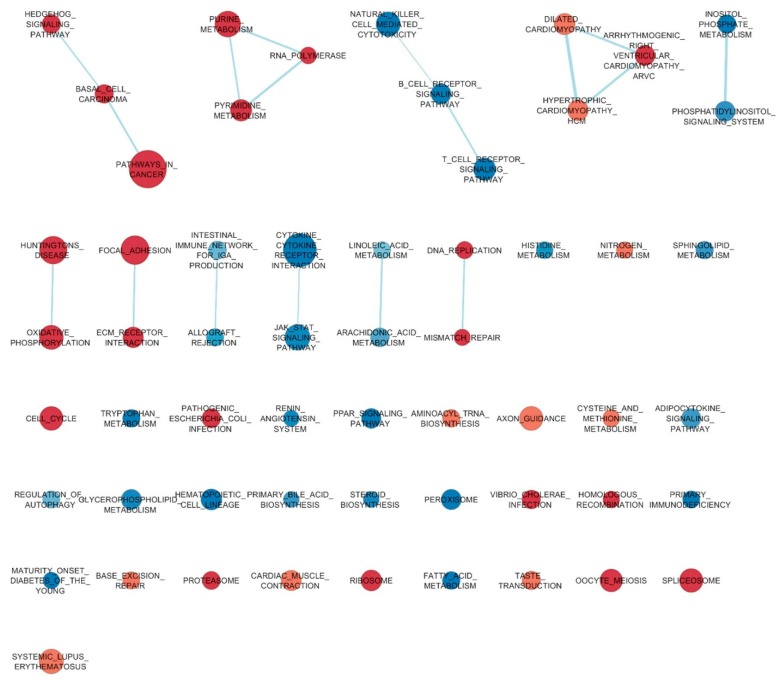
Enriched gene sets in the jejunum and cecum of broiler chickens at 42 days of age. Nodes represent gene sets enriched in the jejunum (red color) and cecum (blue color). Node size represents the number of genes in each gene set. Node cut-off with an FDR q-value of 0.10. The nodes were joined if the overlap coefficient was ≥0.4.

**Table 1:** List of the first 20 differentially expressed transcripts (DETs) in the jejunal mucosa of broiler chickens ranked by fold change ratio (FCR), compared to the cecal mucosa.

Fold Change Ratio ^1^	*p*-Value	FDR *p*-Value ^2^	Gene Symbol ^3^	Description
207.3	6.4 × 10^−19^	1.7 × 10^−16^	*APOB*	apolipoprotein B
151.2	1.7 × 10^−15^	1.7 × 10^−13^	*RBP2*	retinol binding protein 2, cellular
143.7	1.5 × 10^−22^	3.8 × 10^−19^	*ENPEP*	glutamyl aminopeptidase (aminopeptidase A)
111.4	5.5 × 10^−21^	4.0 × 10^−18^	*MEP1A*	meprin A, alpha (PABA peptide hydrolase)
98.2	6.0 × 10^−21^	4.2 × 10^−18^	*SI*	sucrase-isomaltase (alpha-glucosidase)
90.2	4.9 × 10^−21^	3.7 × 10^−18^	*ACE2*	angiotensin I converting enzyme 2
88.0	2.2 × 10^−22^	4.1 × 10^−19^	*SLC6A19*	solute carrier family 6 (neutral amino acid transporter), member 19
74.2	9.2 × 10^−23^	3.4 × 10^−19^	*MGAM*	maltase-glucoamylase (alpha-glucosidase)
73.2	9.5 × 10^−19^	2.3 × 10^−16^	*SLC7A9*	solute carrier family 7 (amino acid transporter light chain, bo, +system), member 9
66.3	1.5 × 10^−21^	1.6 × 10^−18^	*SLC15A1*	oligopeptide transporter, member 1
64.8	1.9 × 10^−22^	3.8 × 10^−19^	*SLC9A3*	(NHE3, cation proton antiporter 3), member 3
58.4	2.9 × 10^−15^	2.7 × 10^−13^	*ENPP7*	ectonucleotide pyrophosphatase/phosphodiesterase 7
57.9	1.7 × 10^−20^	8.3 × 10^−18^	*CLDN10*	claudin 10
55.6	1.4 × 10^−22^	3.8 × 10^−19^	*MGAT4D*	mannosyl (alpha-1,3-)-glycoprotein beta-1,4-*N*-acetylglucosaminyltransferase, isozyme B-like
49.6	1.6 × 10^−14^	1.2 × 10^−12^	*LCT*	Lactase
49.2	6.6 × 10^−22^	8.0 × 10^−19^	*CNOT2*	CCR4-NOT transcription complex, subunit 2
46.6	2.3 × 10^−19^	6.6 × 10^−17^	*TM4SF4*	transmembrane 4 L six family member 4
46.3	9.6 × 10^−19^	2.3 × 10^−16^	*MME*	membrane metallo-endopeptidase
45.8	5.1 × 10^−22^	7.1 × 10^−19^	*MEP1B*	meprin A, beta
45.0	3.7 × 10^−16^	4.3 × 10^−14^	*FABP2*	Fatty-acid binding protein 2, intestinal

^1,2^ Affymetrix transcripts were considered as differentially expressed transcripts (DETs) when showing a ≥2-fold change ratio (FCR) and a false discovery rate (FDR) < 0.05 between tissues. ^3^ Transcripts were annotated based on *Gallus gallus* Ensembl (release 85, www.ensembl.org). The full list of differentially expressed genes is reported in Table S2 (Supplementary Materials).

**Table 2:** List of the first 20 differentially expressed transcripts in cecum of broiler chickens ranked by fold change ratio (FCR), compared to the jejunal mucosa.

Fold Change Ratio ^1^	*p*-Value	FDR *p*-Value ^2^	Gene Symbol ^3^	Description
244.4	6.17 × 10^−21^	4.18 × 10^−18^	*CBS*	cystathionine-beta-synthase
121.2	1.44 × 10^−21^	1.55 × 10^−18^	*ENSGALG00000021450*	C factor like
78.4	1.19 × 10^−23^	7.73 × 10^−20^	*MAL*	mal, T-cell differentiation protein
40.8	1.42 × 10^−19^	4.34 × 10^−17^	*AQP8*	aquaporin 8
24.5	6.06 × 10^−16^	6.60 × 10^−14^	*NOXO1*	NADPH oxidase organizer 1
22.5	1.76 × 10^−14^	1.24 × 10^−12^	*CA4*	carbonic anhydrase IV
18.0	3.58 × 10^−18^	7.28 × 10^−16^	*HOXA10*	homeobox A10; homeobox protein Hox-A10-like
17.9	3.44 × 10^−20^	1.40 × 10^−17^	*SLC38A4*	solute carrier family 38, member 4 (SNAT4)
15.8	2.11 × 10^−15^	2.01 × 10^−13^	*SLC26A4*	solute carrier family 26 (anion exchanger), member 4
15.1	5.97 × 10^−22^	7.80 × 10^−19^	*PON2*	paraoxonase 2
14.2	4.79 × 10^−15^	4.14 × 10^−13^	*TFCP2L1*	transcription factor CP2-like 1
14.2	2.93 × 10^−21^	2.55 × 10^−18^	*SELENBP1*	selenium binding protein 1; selenium-binding protein 1-A-like
14.0	7.89 × 10^−15^	6.28 × 10^−13^	*ATP6V0D2*	ATPase, H+ transporting, lysosomal 38 kDa, V0 subunit d2
13.2	3.34 × 10^−20^	1.39 × 10^−17^	*PADI3*	peptidyl arginine deiminase, type III
12.9	5.97 × 10^−15^	4.99 × 10^−13^	*PLET1*	Placenta expressed transcript 1
12.9	3.03 × 10^−14^	2.05 × 10^−12^	*GJB2*	gap junction protein, beta 2, 26 kDa
12.0	8.16 × 10^−18^	1.57 × 10^−15^	*LY6E*	lymphocyte antigen 6 complex, locus E-like
11.7	1.74 × 10^−16^	2.28 × 10^−14^	*gga-mir-196-4*	microRNA 196-4
11.2	8.74 × 10^−17^	1.25 × 10^−14^	*GSTA4*	glutathione *S*-transferase alpha 4
11.0	2.26 × 10^−23^	1.03 × 10^−19^	*B4GALNT3*	beta-1,4-*N*-acetyl-galactosaminyltransferase 3

^1,2^ Affymetrix transcripts were considered as differentially expressed transcripts (DETs) when showing a ≥2-fold change ratio (FCR) and a false discovery rate (FDR) < 0.05 between tissues. ^3^ Transcripts were annotated based on *Gallus gallus* Ensembl (release 85, www.ensembl.org). The full list of differentially expressed genes is reported in Table S3 (Supplementary Materials).

**Table 3:** List of DAVID (Database for Annotation, Visualization and Integrated Discovery) functional annotations significantly enriched of differentially expressed genes (DEGs) in the jejunal mucosa of broiler chickens.

Categories and Functional Annotations ^1^	% ^2^	*p*-Value ^1^	Benjamini Value ^1^
KEGG_PATHWAY			
PPAR signaling pathway	3.4	9 × 10^−11^	9 × 10^−9^
Metabolic pathways	14.9	3 × 10^−8^	1 × 10^−6^
Peroxisome	2.3	3 × 10^−4^	1 × 10^−2^
Glycerophospholipid metabolism	2.3	1 × 10^−3^	3 × 10^−2^
Histidine metabolism	1.1	1 × 10^−3^	3 × 10^−2^
Fatty acid degradation	1.3	2 × 10^−3^	4 × 10^−2^
UP_KEYWORDS			
Transmembrane helix	33.0	1 × 10^−11^	3 × 10^−9^
Transmembrane	33.0	2 × 10^−11^	2 × 10^−9^
Membrane	34.2	9 × 10^−10^	6 × 10^−8^
Transport	7.4	5 × 10^−4^	2 × 10^−2^
GOTERM_BP_DIRECT			
Cholesterol efflux	1.3	2 × 10^−5^	3 × 10^−2^
GOTERM_CC_DIRECT			
Apical plasma membrane	3.8	2 × 10^−8^	5 × 10^−6^
Integral component of membrane	26.3	3 × 10^−7^	3 × 10^−5^
Brush border membrane	1.5	1 × 10^−5^	7 × 10^−4^
Peroxisome	1.9	9 × 10^−5^	4 × 10^−3^

^1^ Protocol of DAVID functional analysis, as described by Reference [9]. ^2^ Percentages of the total differentially expressed genes (DEGs) obtained from DAVID analysis.

**Table 4:** List of DAVID (Database for Annotation, Visualization and Integrated Discovery) functional annotation significantly enriched of differentially expressed genes (DEGs) in the cecal mucosa of broiler chickens.

Categories and Functional Annotations ^1^	% ^2^	*p*-Value ^1^	Benjamini Value ^1^
KEGG_PATHWAY			
Cysteine and methionine metabolism	1.5	0.0001	0.012
Cell cycle	2.6	0.0001	0.009
Focal adhesion	3.3	0.0008	0.032
UP_KEYWORDS			
Disulfide bond	11.3	0.0000	0.002
Mitosis ^3^	2.0	0.0000	0.001
Developmental protein	4.8	0.0000	0.002
Glycoprotein	6.9	0.0000	0.002
ATP-binding	7.9	0.0002	0.008
Secreted	5.8	0.0002	0.007
Alternative splicing	3.0	0.0003	0.008
Cytoskeleton	2.8	0.0016	0.030
Phosphoprotein	4.3	0.0033	0.053
GOTERM_BP_DIRECT			
Chromosome segregation	1.6	0.0000	0.044
GOTERM_CC_DIRECT			
Proteinaceous extracellular matrix ^4^	3.9	0.0000	0.000
Midbody ^5^	2.0	0.0001	0.013
Kinesin complex ^6^	1.5	0.0002	0.012
GOTERM_MF_DIRECT			
Heparin binding	2.5	0.0000	0.001
Chemoattractant activity	1.2	0.0001	0.022

^1^ Protocol of DAVID functional analysis, as described by Reference [9]. ^2^ Percentages of the total differentially expressed genes (DEGs) obtained from DAVID analysis. ^3,4,5,6^ Other categories statistically significant: ^3^ cell division, centromere, cell cycle, nucleotide binding, DNA binding, chromosome; ^4^ extracellular exosome, extracellular space, focal adhesion; ^5^ spindle microtubule; ^6^ kinetocore, condensed chromosome kinetochore.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/9/5/221/s1: Table S1: Composition of the commercial diets; Table S2: List of the assigned differentially expressed transcripts in jejunal mucosa of broiler chickens ranked for the fold change ratio (FCR), compared to cecal mucosa; Table S3: List of the assigned differentially expressed transcripts in cecal mucosa of broiler chickens ranked for the fold change ratio (FCR), compared to jejunal mucosa; Table S4: Gene sets enriched in jejunal mucosa of broiler chickens, compared to cecal mucosa, ranked for the fold change ratio (FDR), q-value ≤0.05; Table S5: Gene sets enriched in cecal mucosa of broiler chickens, compared to jejunal mucosa, ranked for the fold change ratio (FDR), q-value ≤0.05; Table S6: The first 20 gene sets of Gene Ontology Biological Processes-derived list enriched in cecal mucosa of broiler chickens, compared to jejunal mucosa, ranked for the fold change ration (FDR), q-value ≤0.05; Table S7: Non-coding differentially expressed transcripts in jejunal or cecal mucosa of broiler chickens, with a log_2_-fold change ratio (FCR) ≥2.

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 1**. Composition of the commercial diets**.**

| Item | STARTER  (0-10 d) | GROWER 1  (11-25 d) | FINISHER  (26-42 d) |
| --- | --- | --- | --- |
|  |  |  |  |
| Corn | 42.17 | 34.96 | 12.73 |
| White Corn | 0.00 | 0.00 | 15.00 |
| Wheat | 10.00 | 20.00 | 25.01 |
| Sorghum | 0.00 | 0.00 | 5.00 |
| Soybean Meal | 23.11 | 20.63 | 17.60 |
| Expanded Soybean | 10.00 | 10.00 | 13.00 |
| Sunflower | 3.00 | 3.00 | 3.00 |
| Corn Gluten | 4.00 | 3.00 | 0.00 |
| Soybean Oil | 3.08 | 4.43 | 5.48 |
| Dicalcium phosphate | 1.52 | 1.20 | 0.57 |
| Calcium carbonate | 0.91 | 0.65 | 0.52 |
| Sodium bicarbonate | 0.15 | 0.10 | 0.15 |
| Salt | 0.27 | 0.27 | 0.25 |
| Choline chloride | 0.10 | 0.10 | 0.10 |
| Lysine sulphate | 0.59 | 0.55 | 0.46 |
| Dl-Methionine | 0.27 | 0.29 | 0.30 |
| Threonine | 0.15 | 0.14 | 0.14 |
| Enzyme - Roxazyme G2G | 0.08 | 0.08 | 0.08 |
| Phytase 0.1% | 0.10 | 0.10 | 0.10 |
| Vitamin - Mineral Premix^1^ | 0.50 | 0.50 | 0.50 |
|  |  |  |  |
| Dry Matter,% | 88.57 | 88.65 | 88.64 |
| Protein,% | 22.70 | 21.49 | 19.74 |
| Lipid,% | 7.06 | 8.24 | 9.74 |
| Fibre,% | 3.08 | 3.04 | 3.07 |
| Ash,% | 5.85 | 5.17 | 4.49 |
| Lysine,% | 1.38 | 1.29 | 1.21 |
| Methionine,% | 0.67 | 0.62 | 0.59 |
| Methionine + Cysteine,% | 1.03 | 0.97 | 0.91 |
| Calcium,% | 0.91 | 0.80 | 0.59 |
| Phosphate,% | 0.63 | 0.57 | 0.46 |
| Metabolizable Energy (Kcal/Kg) | 3.076 | 3.168 | 3.264 |

^1^Provided the following per kg of diet: vitamin A (retinyl acetate), 13,000 IU; vitamin D3 (cholecalciferol), 4,000 IU; vitamin E (DL-α_tocopheryl acetate), 80 IU; vitamin K (menadione sodium bisulfite), 3 mg; riboflavin, 6.0 mg; pantothenic acid, 6.0 mg; niacin, 20 mg; pyridoxine, 2 mg; folic acid, 0.5 mg; biotin, 0.10 mg; thiamine, 2.5 mg; vitamin B12 20 μg; Mn, 100 mg; Zn, 85 mg; Fe, 30 mg; Cu, 10 mg; I, 1.5 mg; Se, 0.2 mg; ethoxyquin, 100 mg.

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 2**. List of the assigned differentially expressed transcripts in jejunal mucosa of broiler chickens ranked for the fold change ratio (FCR), compared to cecal mucosa.

Transcripts obtained with Transcriptomic Analysis Console (TAC) Affymetrix© software (4.0.1.36) were considered as differentially expressed transcripts (DET) when showing a >=2-fold change ratio (FCR)^1^ and a False Discovery Rate (FDR)^2^ < 0.05 between tissues.

^3^ Transcripts were annotated based on *Gallus gallus* Ensembl (release 85, [www.ensembl.org](http://www.ensembl.org)).

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 3**. List of the assigned differentially expressed transcripts in cecal mucosa of broiler chickens ranked for the fold change ratio (FCR), compared to jejunal mucosa.

Transcripts obtained with Transcriptomic Analysis Console (TAC) Affymetrix© software (4.0.1.36) were considered as differentially expressed transcripts (DET) when showing a >=2-fold change ratio (FCR)^1^ and a False Discovery Rate (FDR)^2^ < 0.05 between tissues.

^3^ Transcripts were annotated based on *Gallus gallus* Ensembl (release 85, [www.ensembl.org](http://www.ensembl.org)).

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 4**. Gene sets enriched in jejunal mucosa of broiler chickens, compared to cecal mucosa, ranked for the fold change ratio (FDR), q-value ≤ 0.05.

| Gene Sets of KEGG^1^-derived list | FDR q-value^2^ |
| --- | --- |
| PRIMARY_IMMUNODEFICIENCY | 0.000 |
| PEROXISOME | 0.000 |
| T_CELL_RECEPTOR_SIGNALING_PATHWAY | 0.001 |
| NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY | 0.001 |
| PPAR_SIGNALING_PATHWAY | 0.006 |
| HEMATOPOIETIC_CELL_LINEAGE | 0.009 |
| RENIN_ANGIOTENSIN_SYSTEM | 0.010 |
| FATTY_ACID_METABOLISM | 0.010 |
| MATURITY_ONSET_DIABETES_OF_THE_YOUNG | 0.011 |
| HISTIDINE_METABOLISM | 0.020 |
| INOSITOL_PHOSPHATE_METABOLISM | 0.022 |
| PRIMARY_BILE_ACID_BIOSYNTHESIS | 0.042 |
| TRYPTOPHAN_METABOLISM | 0.042 |
| STEROID_BIOSYNTHESIS | 0.044 |

^1^The Kyoto Encyclopedia of Genes and Genomes (KEGG)

Gene set analysis was carried out on using Gene Set Enrichment Analysis (GSEA) software based on C2.CP:KEGG, C5.BP and C5.MP gene set collections (MSigDB, Broadinstitute). Normalized enriched score (NES) was calculated for each gene set. Gene sets were considered significantly enriched with False Discovery Rate (FDR)^2^ q-value ≤ 0.05 and *P*-values of NES < 0.05.

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 5**. Gene sets of KEGG^1^-derived list enriched in cecal mucosa of broiler chickens, compared to jejunal mucosa, ranked for the fold change ratio (FDR), q-value ≤ 0.05.

| Gene Sets of KEGG^1^-derived list | FDR q-value^2^ |
| --- | --- |
| CELL_CYCLE | 0.000 |
| RIBOSOME | 0.000 |
| DNA_REPLICATION | 0.000 |
| PYRIMIDINE_METABOLISM | 0.000 |
| BASAL_CELL_CARCINOMA | 0.001 |
| OXIDATIVE_PHOSPHORYLATION | 0.002 |
| ARRHYTHMOGENIC_RIGHT_VENTRICULAR_CARDIOMYOPATHY_ARVC | 0.002 |
| HEDGEHOG_SIGNALING_PATHWAY | 0.004 |
| ECM_RECEPTOR_INTERACTION | 0.004 |
| HOMOLOGOUS_RECOMBINATION | 0.006 |
| PROTEASOME | 0.008 |
| VIBRIO_CHOLERAE_INFECTION | 0.008 |
| MISMATCH_REPAIR | 0.008 |
| SPLICEOSOME | 0.009 |
| RNA_POLYMERASE | 0.012 |
| FOCAL_ADHESION | 0.014 |
| PATHOGENIC_ESCHERICHIA_COLI_INFECTION | 0.018 |
| PURINE_METABOLISM | 0.021 |
| CYSTEINE_AND_METHIONINE_METABOLISM | 0.022 |
| TASTE_TRANSDUCTION | 0.022 |
| OOCYTE_MEIOSIS | 0.028 |
| BASE_EXCISION_REPAIR | 0.040 |
| CARDIAC_MUSCLE_CONTRACTION | 0.041 |
| SYSTEMIC_LUPUS_ERYTHEMATOSUS | 0.048 |

^1^The Kyoto Encyclopedia of Genes and Genomes (KEGG)

Gene set analysis was carried out on using Gene Set Enrichment Analysis (GSEA) software based on C2.CP:KEGG, C5.BP and C5.MP gene set collections (MSigDB, Broadinstitute). Normalized enriched score (NES) was calculated for each gene set. Gene sets were considered significantly enriched with False Discovery Rate (FDR)^2^ q-value ≤ 0.05 and *P*-values of NES < 0.05.

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 6.** The first 20 gene sets of Gene Ontology - Biological Processes-derived list enriched in cecal mucosa of broiler chickens, compared to jejunal mucosa, ranked for the fold change ration (FDR), q-value ≤ 0.05.

| Gene sets of Gene Ontology - Biological Processes-derived list | FDR q-value^1^ |
| --- | --- |
| EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT | 0.001 |
| NUCLEOSOME_BINDING | 0.013 |
| SNORNA_BINDING | 0.017 |
| NUCLEOSOMAL_DNA_BINDING | 0.014 |
| OXIDOREDUCTASE_ACTIVITY_ACTING_ON_A_SULFUR_GROUP_OF_DONORS | 0.012 |
| RNA_BINDING | 0.013 |
| DISULFIDE_OXIDOREDUCTASE_ACTIVITY | 0.011 |
| INSULIN_LIKE_GROWTH_FACTOR_BINDING | 0.012 |
| LAMININ_BINDING | 0.011 |
| STRUCTURE_SPECIFIC_DNA_BINDING | 0.013 |
| UNFOLDED_PROTEIN_BINDING | 0.016 |
| GROWTH_FACTOR_BINDING | 0.017 |
| PROTEIN_DISULFIDE_OXIDOREDUCTASE_ACTIVITY | 0.020 |
| CHROMATIN_DNA_BINDING | 0.024 |
| TRANSLATION_INITIATION_FACTOR_ACTIVITY | 0.028 |
| FRIZZLED_BINDING | 0.027 |
| STRUCTURAL_MOLECULE_ACTIVITY | 0.026 |
| GLYCOSAMINOGLYCAN_BINDING | 0.026 |
| STRUCTURAL_CONSTITUENT_OF_RIBOSOME | 0.027 |
| DNA_DEPENDENT_ATPASE_ACTIVITY | 0.033 |

Gene set analysis was carried out on using Gene Set Enrichment Analysis (GSEA) software (MSigDB, Broadinstitute). Normalized enriched score (NES) was calculated for each gene set. ^1 1 1^Gene sets were considered significantly enriched with False Discovery Rate (FDR) q-value ≤ 0.05 and *P*-values of NES < 0.05.

# Supplementary material for: Exploring Differential Transcriptome between Jejunal and Cecal Tissue of Broiler Chickens
**Source:** Animals (Basel). 2019 May 7;9(5):221. doi: 10.3390/ani9050221
**Supplement:** Supplementary file 1

**Supplementary Table 7**. Non-coding differentially expressed transcripts in jejunal or cecal mucosa of broiler chickens, with a log2-fold change ratio (FCR) ≥2.

| Cecum  Avg (log2)^1^ | Jejunum Avg (log2)^1^ | Fold Change^2^ | Name |
| --- | --- | --- | --- |
| Jejunum |  |  |  |
| 4.56 | 6.91 | -5.1 | snoRNA RF00004 |
| 3.9 | 5.21 | -2.48 | gga-mir-1783 |
| 2.53 | 3.82 | -2.45 | gga-mir-1654-1 |
| 5.88 | 6.96 | -2.11 | snoRNA RF00431 |
| 3.58 | 4.64 | -2.08 | gga-mir-1416 |
| 2.15 | 3.16 | -2.02 | gga-mir-215 |
| Cecum |  |  |  |
| 7.71 | 4.16 | 11.7 | gga-mir-196-4 |
| 4.09 | 2.14 | 3.87 | gga-mir-196-1 |
| 6.88 | 5.49 | 2.61 | gga-mir-1732-1 |
| 7.8 | 6.58 | 2.33 | snoRNA RF00138 |
| 5.05 | 4.02 | 2.05 | gga-mir-1800 |

^1^ Average value of log2 FCR of non-coding differentially expressed transcripts (DET) in jejunum and cecum

^2^ Non-coding transcripts obtained with Transcriptomic Analysis Console (TAC) Affymetrix© software (4.0.1.36) were considered as DET between tissues (jejunum and cecum) with a log2-fold change ratio (FCR) ≥2

How the deposited data were processed for this re-analysis (not part of the article)

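The mucosa of the jejunum and cecum of 19 broilers, sampled at 42 days, was analysed on 38 Affymetrix chicken whole-transcript arrays, 1 per bird and tissue. The labels number the birds from 1 to 19 in both tissues, and the same number was taken as the same bird, since the paper describes 19 subjects per tissue. Arrays of a bird shared little: the deviations from the tissue mean correlated by a mean of 0.114 between the arrays of a bird (range -0.133 to 0.411, above 0 in 14 of 19 birds) and by -0.006 between arrays of different birds.

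The authors deposited normalized log2 signals for 18308 probe sets, rounded to 2 decimals. According to the paper's methods the scans were analysed in the Transcriptome Analysis Console. The background correction, normalization and summarization are not given in the sources used here. Array medians lay close together without equal quartiles, and nothing was normalized again for the values in the text. For arrays no read depth exists, so the number of arrays limits the precision. Probe sets were named through the platform annotation, with gene types and older symbols looked up by gene ID in the RefSeq table of GRCg7b, where the gene IDs of 11727 probe sets were found. A single symbol was given to 12300 probe sets (11528 different symbols, of which 10619 are protein coding and 651 have more than 1 probe set). Names without a probe set here include PON2, B4GALNT3, GK, SUOX, TXN, CUBN, MAOB, ACSL4 and gga-mir-1783.

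The tissues were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, tissue as the only term), with Benjamini-Hochberg adjustment over all probe sets, and the paper's thresholds of a 2-fold change and an adjusted p under 0.05. The 50 gene lists held 1606 genes, of which 1085 had a named probe set, and lists with at least 4 measured members were tested with camera at a preset correlation of 0.01, 1 probe set per gene. Named genes were fixed by a rule before the data were examined: every gene that the paper names in its text, Tables 1 and 2, Figs. 2 and 3 and Table S7, the 10 probe sets with the largest fold on each side, and for each list up to 4 DETs with the largest fold and up to 2 DETs of the opposite side. The values of the paper's tables had been seen by then. The rule gave 210 genes. Levels of a gene in both tissues of a bird were compared by Pearson's r and Spearman's rho with p from 100000 permutations. Numbers were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

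Alternatives set before the data were examined were the bird as a block in the model, quantile normalization, arrays centred on their median, probe sets with a mean under 5 in both tissues left out (11718 kept), no moderation, TREAT against a 2-fold change, array weights, leaving out each bird in turn, leaving out the 2 birds with the least correlated arrays (birds 3 and 19), the mean of all probe sets of a gene, an estimated correlation, ranks and fry for the lists, and Spearman's rho or 2 birds fewer for the correlation. Added after seeing the data were the analyses without the jejunal array of bird 19, without the cecal array of bird 3 and without 4 arrays (these and the jejunal array of bird 8 and the cecal array of bird 12), and the bird block together with an estimated correlation. The steps were tested on simulated data of the same size. There limma called 76% of probe sets changed by 0.5 on the log2 scale, 98% of those changed by 1 and all of those changed by 1.5 or 2, and of the unchanged probe sets 19 at any fold and 0 at a fold of at least 2. Camera called 0 lists when no gene was changed, and 4 when 1 list was shifted by 0.5, the others sharing members with it. The simulated genes varied independently, while correlations estimated from the real data had a median of 0.18. The simulation therefore does not show how often camera calls lists falsely when genes vary together. The screen for levels shared within a bird recovered 19 of 20 simulated probe sets and called 0 others.

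The paper's gene set collections, its enrichment scores and its enrichment map were not used here, and the hand-written lists stand in their place. The array scans were not used here. A further gene is not reported here. Chromosomal positions served only to see which genes neighbour each other.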

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

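The paper does not discuss the 8 gene lists below by these names, except that it treats goblet cells and mucins with regard to sulfation. The choice of these subjects and the minimum of 4 DETs on 1 side were made after the list results had been seen. No control samples exist in this design, and each list was kept for its count of DETs.

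Of 17 measured genes of enteroendocrine hormones and their processing, 7 were higher in the jejunum, led by glucagon (*GCG*, log2 difference 4.87, FCR 29.3), neurotensin (*NTS*, FCR 13.4), *GIP* (FCR 10.7) and motilin (*MLN*, FCR 4.50), all in 19 of 19 birds, while *TPH1* went the opposite way (adjusted p = 3.1e-04 from camera and adjusted p = 0.0873 with an estimated correlation). Ion and water transport of the large intestine was higher in the cecum for 12 of 20 genes, with *SLC9A3* opposite (adjusted p = 2.5e-04 from camera and adjusted p = 0.092 with an estimated correlation). Crypt and Wnt target genes were higher in the cecum for 9 of 22, among them *EPHB3* (FCR 4.57), *MYB* (FCR 3.69), *EPHB2* (FCR 3.45) and *WIF1* (FCR 3.22), all in 19 of 19 birds (adjusted p = 2.7e-05 from camera and adjusted p = 0.151 with an estimated correlation). B cell markers were higher in the cecum for 6 of 19, among them *CR2* (FCR 3.18), *CXCR5* (FCR 2.53), *CXCL13L2* (FCR 2.39) and *EAF2* (FCR 2.38), in at least 17 of 19 birds, with adjusted p = 0.114 from camera and adjusted p = 0.577 with an estimated correlation (*EAF2* was no DET as the mean of its probe sets, log2 difference 0.60). That list passed with array weights (adjusted p = 0.0398), without birds 3 and 19 (adjusted p = 0.0086), without the jejunal array of bird 19 (adjusted p = 0.0074), whose B cell mean was 7.73 against 5.41 to 6.03 in the other jejunal arrays, without 4 arrays (adjusted p = 0.0086) and with fry (adjusted p = 0.0071). Of 15 transcription factors of gut regions, 5 were higher in the jejunum, among them *GATA4* (FCR 14.7), *CREB3L3* (FCR 7.50), *HNF4G* (FCR 3.28) and *OSR2* (FCR 2.69), and 2 in the cecum, *TFCP2L1* (FCR 12.1) and *CDX2* (FCR 2.33), with adjusted p = 0.00785 from camera and adjusted p = 0.151 with an estimated correlation. Goblet cell and mucin genes had 4 of 18 members higher in the jejunum and 3 in the cecum (adjusted p = 0.252). Immediate early and heat shock genes, a list set up for RNA quality and not for a function, had 4 of 17 higher in the cecum. These were the chaperones *HSPB8* (FCR 4.29), *BAG3* (FCR 3.91), *HSPB1* (FCR 2.23) and *HSP90AB1* (FCR 2.06), all in 19 of 19 birds. The list had adjusted p = 0.00531 from camera and adjusted p = 0.126 with an estimated correlation, and a cause of its difference was not tested. *HSP90AB1* was short of an FCR of 2 when arrays were centred on their median (log2 difference 0.99).

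Smooth muscle markers were higher in the cecum for 8 of 11 measured genes, among them *TAGLN* (FCR 3.47), *SYNPO2* (FCR 2.84), *ACTG2* (FCR 2.54) and *MYH11* (FCR 2.46), with adjusted p = 2.5e-04 from camera and adjusted p = 0.268 with an estimated correlation, and fibroblast and ECM genes were higher there as well. A candidate explanation is that the cecal samples held more smooth muscle. With the smooth muscle marker mean as a covariate, the difference of the fibroblast list fell from 1.18 (SE 0.19) to 0.15 (SE 0.11), that of the ECM list from 0.41 to 0.058 (SE 0.053) and that of endothelial markers from 0.49 to -0.14 (SE 0.096), while lists of crypt genes (0.78 to 0.42, SE 0.062), mitosis (1.14 to 0.70, SE 0.15) and enteric neurons and glia (0.51 to 0.39, SE 0.063) stayed more than 2 SE above 0. The covariate is a mean of 11 markers and an imperfect measure of smooth muscle that itself differs between the tissues. What remains after it therefore does not decide whether smooth muscle is the whole difference. Correlations of these lists within each tissue had been seen before this test. A deeper scraping of the cecum, a thinner mucosa and a true difference between the tissues all remain open, because the tissue and the depth of sampling go together in this design.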

How the results depend on the processing

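The analyses without single arrays, those with the bird block and an estimated correlation together, and the swaps of tissue within birds were chosen after seeing the data. Counts of DETs stayed between 633 and 739 in the jejunum and between 602 and 778 in the cecum under the bird block, quantile normalization, median centring, the filter on dim probe sets, no moderation, array weights, and without 2 birds or single arrays, and with each bird left out in turn between 653 and 698 and between 633 and 720. The median difference of all probe sets lay within 0.04 of 0 under each of these settings. TREAT, which tests against a 2-fold change and so asks for more by construction, called 361 and 276. Of the 210 named genes all kept their call and direction with the bird block and with no moderation, 53 lost the call under TREAT, 5 with the mean of probe sets (*CD8A*, *EAF2*, *TST*, *SLC16A1* and *TFRC*) and at most 2 under each other setting, while *GOT2* and *MIR1800* gained it under some, and 8 have no value without dim probe sets. Only *SLC27A1*, far from significance, changed sign (-0.013 without birds 3 and 19, adjusted p = 0.919), and the cause was not tested.

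Lists depend on how correlation between genes is treated. The 17 jejunal and 18 cecal lists became 4 and 0 with an estimated correlation, and 3 and 0 with the bird block and an estimated correlation, which allows for genes that vary together. Fry, which does not compare a list with other genes, called 19 and 30. These were all lists but that of pancreas genes, so a pass with fry tells little about a single list. Under the other settings there were 13 (ranks) to 18 jejunal and 17 to 20 cecal lists, and the bird block ended only the call of the IgA network (adjusted p = 0.0584). Endothelial markers (adjusted p = 0.0499) did not pass after quantile normalization (0.0627), without dim probe sets (0.0745) or without 4 arrays (0.0563). The correlation of *GAL3ST2* between tissues was 0.398 (permutation p = 0.114) without 2 birds, and the cause was not tested. Signals near the lower end of the arrays limit the folds of transcripts hardly expressed in 1 tissue.

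Chance can be excluded for the number of DETs. Of 50 splits of the arrays into equal groups, 1, the real one with 1336 DETs, gave as many, and the highest other gave 10. Of 51 splits with the tissues swapped within random birds, which part all pairs as the real one does, 1 gave as many and the highest other gave 274. A first draw, with 3 to 9 birds swapped and so most birds left in their real tissue, gave 913 as the highest other (median 0, 1 of 51 as large). For the 35 lists, the highest other was 28 (median 12) in the free splits and 33 (median 17) in the swaps, with 1 of 50 and 1 of 51 as large. The swaps came close to the real count and were drawn anew after the first draw had been seen. Chance is therefore not excluded for the number of lists. In the draw with 3 to 9 birds swapped, 9 of 51 gave at least 35 lists (highest 38, median 28.5). In that draw the 4 splits with 3 birds swapped called a median of 706 DETs and 34.5 lists, the 6 splits with 6 swapped 0 and 28.5, and the 7 splits with 9 swapped 0 and 10, and the ones with at least 35 lists had 3, 4 or 6 birds swapped, besides the real one. So the counts followed the share of birds left in their real tissue, and this draw was not taken as a test of chance. Free splits and random swaps also called lists at the preset correlation (the medians above). That preset was 0.01, while the correlations estimated from the data had a median of 0.18. With the estimated correlation the lists called for the real tissues fell from 17 and 18 to 4 and 0. Adjusted p from camera at the preset correlation can therefore be too small where genes vary together. How much of the calls in the splits this accounts for was not tested.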

Differences from the paper's values

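For *CNOT2* the paper's FCR is 49.2 towards the jejunum, and the value here is 1.19. None of the alternatives set before the data were examined closes this gap (1.17 to 1.24). For *LY6E* the paper's FCR is 12.0 towards the cecum against 4.17 here, and none of them closes that gap either (4.02 to 5.03 with array weights). These alternatives all keep the naming of probe sets used here, while the paper named its transcripts through the Transcriptome Analysis Console and Ensembl. Whether another probe set stood behind the paper's symbol was not tested, for these genes or for those listed below. The *HOXA10* value of the paper (18.0, here 16.6) differs by more than 1.5 times from the one with the mean of its probe sets (7.25), and from those under the other settings set before the data were examined by less (15.96 to 18.39). The counts of the paper, 671 and 681 DETs and 524 and 608 DEGs, differ from those under TREAT by more than 1.5 times (361 and 276 DETs, 259 and 207 genes), and from none of the other settings by that much.

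Of the paper's Tables S2 and S3, 547 and 613 entries could be read, fewer than its counts, so the called sets were not compared. By symbol 845 genes were matched, of which 843 had the same direction, with r = 0.992 across genes (which are not independent replicates) and a median absolute difference of 0.048 on the log2 scale. More than 1.5-fold apart were 9 genes: *CNOT2*, *LY6E*, *MYRF* (43.6 here, the paper's 2.9), *HERC3* (1.04 with the opposite direction, the paper's 2.4), *KIRREL3* (1.17, the paper's 2.3), *PARP14* (1.32, the paper's 2.1), *HOXD3* (1.46, the paper's 5.5), *DEPTOR* (1.31 with the opposite direction, the paper's 2.4) and *HIF1A* (1.32, the paper's 2.1). For 834 genes within 0.4 of each other on the log2 scale, log10 p differed from the paper's by a median of 2.33 with tissue only and 0.054 with the bird as a block (unadjusted p on both sides), so of these 2 settings the block came nearer to the paper's p.

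The paper ranks *RBP2* above *ENPEP*, while here *ENPEP* (129.9) stood above *RBP2* (113), and *RBP2* was above with array weights (140 against 139.8) and without birds 3 and 19 (138 against 123). The paper describes *CDO1* as not differing, while here it was higher in the jejunum (log2 difference 0.73, adjusted p = 1.9e-06, 18 of 19 birds). The paper lists *MIR1800* and shows *GOT2* as higher in the cecum at its threshold, and here their FCR was 1.95 and 1.98. *MIR1800* reached 2 with array weights and without birds 3 and 19, and *GOT2* after quantile normalization and without those birds. *SLC27A1*, coloured as a jejunal gene in Fig. 2, had a log2 difference of 0.01 (adjusted p = 0.931), and none of the settings called it. Of the gene sets the paper names, 6 did not pass with the lists used here, which hold other genes than the paper's sets. The list of focal adhesion was without matrix genes. The ECM list, which holds such genes, passed towards the cecum (adjusted p = 0.00421 from camera) but not with an estimated correlation (adjusted p = 0.268). Focal adhesion (0.0655) passed after quantile normalization (0.0405), median centring (0.0497), with array weights (0.0312), without birds 3 and 19 (0.0189), on ranks (0.0403), with fry (9.5e-05), and, in settings chosen after seeing the values, without the jejunal array of bird 19 (0.0422), the cecal array of bird 3 (0.0417) or 4 arrays (0.0251), while the mean difference of its members other than smooth muscle markers was -0.0048 (SE 0.038) instead of 0.22 (SE 0.045) with the smooth muscle marker mean as a covariate. Tryptophan metabolism (0.0561) passed with array weights (0.0316), without birds 3 and 19 (0.0358), with fry (4.4e-06), and, chosen after seeing the values, without those arrays (0.0379, 0.0494 and 0.0312). Taste transduction (0.159) passed without dim probe sets (0.0462) and with fry (7.6e-17), and *Escherichia coli* infection (0.164) with fry (0.0018) and, chosen after seeing the values, without 4 arrays (0.0471). *Vibrio cholerae* infection (0.252, without the subunits of the V-ATPase, which passed towards the cecum in a list of their own, with *FOXI1* and accessory proteins, at 4.7e-04 but not with an estimated correlation, 0.221) and cysteine and methionine metabolism (0.214) passed with fry alone (4.5e-04 and 5.6e-10). All these are adjusted p from limma's list tests.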

Other observations

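Tests chosen only after the result had been seen are those on bird 19 and the correlation of *GAL3ST2* between the tissues. Lists of ribosomal proteins, oxidative phosphorylation and the proteasome were higher in the cecum by small amounts, and passed only at the preset correlation. Of 46 measured ribosomal protein genes, 33 were higher in the cecum and 0 in the jejunum at any FCR, with 0 past an FCR of 2 (adjusted p = 2.3e-05 from camera and adjusted p = 0.268 with an estimated correlation). Genes of oxidative phosphorylation (31 of 56 higher in the cecum, 2 in the jejunum, at any FCR, adjusted p = 0.00229 from camera and adjusted p = 0.442 with an estimated correlation) and of the proteasome (18 of 24 and 2, adjusted p = 0.00192 from camera and adjusted p = 0.319 with an estimated correlation) went the same way without a DET. Of 12 glycolytic genes, 3 were DETs of the cecum, lactate dehydrogenase *LDHB* (FCR 4.89), hexokinase *HK1* (FCR 4.46) and the glucose transporter *SLC2A1* (FCR 3.11), while the list did not pass (adjusted p = 0.192). Transporters of short-chain fatty acids and lactate were divided: *SLC16A3* (FCR 3.08) and *SLC16A1* (FCR 2.75) were higher in the cecum and the sodium-coupled carriers *SLC5A12* (FCR 11.2) and *SLC5A8* (FCR 4.56) in the jejunum, all in 19 of 19 birds (list adjusted p = 0.335). *SLC16A1* was no longer a DET as the mean of its probe sets (log2 difference 0.87). Sterol synthesis had 3 of 13 members higher in the jejunum, *FAXDC2* (FCR 5.09), *MSMO1* (FCR 3.14, 18 of 19 birds) and *SOAT1* (FCR 2.76), with adjusted p = 0.00421 from camera and adjusted p = 0.224 with an estimated correlation.

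Markers of enteric neurons and glia had 3 of 13 members higher in the cecum, *S100B* (FCR 3.83), *NCAM1* (FCR 3.34) and *EDNRB* (FCR 2.76, list adjusted p = 0.11 from camera and 0.0448 without dim probe sets), macrophage and heterophil markers 1 of 11, *SPIC* (FCR 5.11, list adjusted p = 0.165), and endothelial markers 1 of 11, *VWF* (adjusted p = 0.0499 from camera and adjusted p = 0.45 with an estimated correlation). Erythrocyte genes (1 of 10, *CA2*, FCR 3.09, list adjusted p = 0.607), pancreas genes (0 of 10, adjusted p = 0.766) and housekeeping genes (1 of 11, *TFRC*, FCR 3.78, log2 difference 0.93 as the mean of its probe sets, adjusted p = 0.199) did not pass. Across the 19 jejunal arrays the mean of brush border hydrolases went against that of T cell markers (Pearson's r = -0.821, Spearman's rho = -0.758, permutation adjusted p = 7.2e-04 over 72 correlations, r = -0.787 without 2 birds) and that of mitosis genes (r = -0.79, rho = -0.742, adjusted p = 0.00148, r = -0.779 without 2 birds). It also went against the means of B cell markers (r = -0.775), crypt genes (-0.763), fibroblast markers (-0.688), ECM genes (-0.648) and smooth muscle markers (-0.635), with adjusted p of at most 0.0087 and r between -0.675 and -0.485 without 2 birds, but not against that of goblet cell genes (0.083). Across the 19 cecal arrays r was 0.233 with T cell markers (adjusted p = 0.435) and -0.503 with mitosis genes (adjusted p = 0.0564), and none of these lists had an adjusted p under 0.05 with brush border hydrolases there.

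The jejunal array of bird 19 lay between the tissues on the first principal component, and the design names no biological factor to set against the technical ones. Mixing with cecal mucosa does not account for it: the 20 transcripts with the largest fold towards the cecum exceeded the other jejunal arrays by a median of 0.765 on the log2 scale, out of a gap of 3.88, and *CBS* (3.47), *MAL* (3.09) and *AQP8* (4.18) were not raised, while *APOB* (7.74) and *LCT* (3.81) were far down. Other leading cecal genes were raised on this array, *HOXA10* (6.31 against 3.12 to 4.22 in the other jejunal arrays) and *CA4* (10.15 against at most 8.37). The mean of B cell markers was raised most clearly among the lists scored on each array (7.73 against 5.41 to 6.03). The means of T cell markers (7.31) and mitosis genes (6.89) were also the highest of the jejunal arrays. A cause of these raised means was not tested. Low array quality is not seen in the spread of its values (interquartile range 3.24, others 2.85 to 3.28). A candidate explanation is tissue taken further along the small intestine. Of 18 position markers not looked at before, 12 lay at the extreme of the 19 jejunal arrays in the stated direction. These were 11 of 15 proximal ones and 1 of 3 distal ones (*NR1H4*, 8.36 against 5.78 to 7.57). However, the array was singled out for lying between the tissues, and many proximal markers, such as *LCT* and *RBP2*, are far lower in the cecum. Low values of such markers on it were therefore likely beforehand, and the proximal count cannot decide the question. The distal marker *FGF19* (4.36) lay below all others and the proximal marker *SLC40A1* (7.74) above all others (6.05 to 7.67). Fewer mature enterocytes may also lower proximal markers (brush border mean 7.96 against 8.48 or more).

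*GAL3ST2* varied widely between birds in both tissues. A level shared by the tissues of a bird is neither shown nor excluded (r = 0.522, raw permutation p = 0.0227, adjusted p = 0.227 over 210 genes, 0.398 without 2 birds). The number of goblet cells, tested by the mean of 17 other goblet cell genes, is open as well: r was 0.308 in the jejunum (permutation p = 0.201, rho = 0.191, r = 0.285 without 2 birds) and 0.781 in the cecum (permutation p = 1.3e-04, adjusted p = 2.6e-04 over both, rho = 0.789, r = 0.840 without 2 birds).

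In a screen of 18308 probe sets for levels shared by the tissues of a bird, 18 had r above 0.8, 11 of them named, against at most 5 in 99 shuffles of the bird numbers (median 0, none in 59). The named ones were *BF2* (r = 0.909, jejunum 7.54 to 12.29), a class I gene of the major histocompatibility complex, *SMAD1* (0.899), *MIR1789* (0.894), *DHRS3* (0.872), *DNAJA1* (0.839), *STN1*, *GMPR2*, *DYNLRB2*, *SDF2*, *TP53I3* and *FGFR4*. They were chosen after their values were seen.

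The cecal array of bird 3 had the lowest mean correlation with the arrays of its tissue (0.919, median of all arrays 0.975). In the jejunal array of bird 8 *CBS* was 8.10 and *AQP8* 6.35, against 5.44 and 5.03 at most in the others. In the cecal array of bird 12 *APOB* was 6.06, *SI* 7.59 and *RBP2* 8.10, against 5.10, 6.39 and 6.47 at most in the others.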
